# Neuroprotection against ischemic stroke requires a specific class of early responder T cells in mice

**DOI:** 10.1172/JCI157678

**Published:** 2022-08-01

**Authors:** Wei Cai, Ligen Shi, Jingyan Zhao, Fei Xu, Connor Dufort, Qing Ye, Tuo Yang, Xuejiao Dai, Junxuan Lyu, Chenghao Jin, Hongjian Pu, Fang Yu, Sulaiman Hassan, Zeyu Sun, Wenting Zhang, T. Kevin Hitchens, Yejie Shi, Angus W. Thomson, Rehana K. Leak, Xiaoming Hu, Jun Chen

**Keywords:** Inflammation, Neuroscience, Immunotherapy, Stroke, T cells

## Abstract

Immunomodulation holds therapeutic promise against brain injuries, but leveraging this approach requires a precise understanding of mechanisms. We report that CD8^+^CD122^+^CD49d^lo^ T regulatory-like cells (CD8^+^ TRLs) are among the earliest lymphocytes to infiltrate mouse brains after ischemic stroke and temper inflammation; they also confer neuroprotection. TRL depletion worsened stroke outcomes, an effect reversed by CD8^+^ TRL reconstitution. The CXCR3/CXCL10 axis served as the brain-homing mechanism for CD8^+^ TRLs. Upon brain entry, CD8^+^ TRLs were reprogrammed to upregulate leukemia inhibitory factor (LIF) receptor, epidermal growth factor–like transforming growth factor (ETGF), and interleukin 10 (IL-10). LIF/LIF receptor interactions induced ETGF and IL-10 production in CD8^+^ TRLs. While IL-10 induction was important for the antiinflammatory effects of CD8^+^ TRLs, ETGF provided direct neuroprotection. Poststroke intravenous transfer of CD8^+^ TRLs reduced infarction, promoting long-term neurological recovery in young males or aged mice of both sexes. Thus, these unique CD8^+^ TRLs serve as early responders to rally defenses against stroke, offering fresh perspectives for clinical translation.

## Introduction

Immune responses play diverse roles in brain injury and repair after stroke. The sudden occlusion of a cerebral vessel leads to acute ischemic damage, followed by immediate activation of local immune cells and prompt mobilization of peripheral immune cells (1). Initially, innate immune cells function to restrict brain damage by clearing cell debris and neutralizing neurotoxins. However, detrimental products released from overactivated immune cells can lead to injury augmentation (1). Thus, there is substantial new interest in therapeutic approaches that harness the power of immune responses. In particular, regulatory lymphocyte subpopulations that infiltrate the ischemic brain, including CD4^+^CD25^+^ regulatory T cells (CD4^+^ Tregs) (2, 3) and interleukin 10–positive (IL-10^+^) regulatory B cells (Bregs) (4), may modulate endogenous protective responses to injury and are therefore being explored as therapeutic approaches for stroke treatment. For example, CD4^+^ Tregs protect against ischemic brain injury and promote brain repair after stroke (3–6). Another T lymphocyte population, the CD8^+^CD122^+^ T cell, is critical in regulating immune responses in autoimmune and inflammatory diseases, including experimental autoimmune encephalomyelitis and colitis (7, 8). Although acute brain injury sets many inflammatory cascades in motion, the function of CD8^+^CD122^+^ T cells in ischemic stroke is uncharted territory.

CD8^+^CD122^+^ T cells were originally recognized as antigen-specific memory T cells. They are divided into effector memory T cells and central memory T cells, based on differential expression of surface markers such as CD62L, CD44, and CCR7 (9). Emerging evidence shows that a specialized population of CD8^+^CD122^+^ T cells perform regulatory functions (9). These regulatory CD8^+^CD122^+^ T cells are distinguished from memory CD8^+^CD122^+^ T cells by low expression of CD49d (10) and high expression of programmed death-1 (11). The primary function of regulatory CD8^+^CD122^+^ T cells is to suppress proliferation and proinflammatory effects of other immune cells, especially effector T (Teff) lymphocytes, and to maintain immune homeostasis. Usually, direct interactions between regulatory CD8^+^CD122^+^ T cells and their target cells are sufficient to induce regulatory action, and no interaction with antigen-presenting cells is required. CD8^+^CD122^+^ T cells may exert regulatory functions by releasing protective factors such as IL-10 and/or through direct cell-cell contact (12). Therefore, these cells may provide fast, non–antigen-specific immunoregulation (13). Compared with their CD4^+^CD25^+^ Treg counterparts, regulatory CD8^+^CD122^+^ T cells exhibit more potent immunosuppressive activity (14). In one study, the neuroprotective effect of IL-10^+^ Bregs in a stroke model was accompanied by increased CD8^+^CD122^+^ T cells in the brain and spleen (15), suggesting a possible regulatory role of this cell population in the ischemic brain.

The current study reports what we believe is a new subpopulation of CD8^+^CD122^+^ T cells that we define here as “T regulatory-like cells” (CD8^+^ TRLs). CD8^+^ TRLs enter the ischemic brain early after stroke, preceding the infiltration by CD4^+^ Tregs. Selective depletion of circulating CD8^+^CD122^+^ T cells doubled the ischemic infarct volume and amplified sensorimotor deficits by 2- to 3-fold in a mouse model of stroke. We report CXCR3 as an important receptor mediating early recruitment of CD8^+^ TRLs into the ischemic brain. These cells are different from previously described CD8^+^CD122^+^ Tregs in that they adopt a distinct neuroprotective effector state upon brain infiltration and release protective/immunomodulatory factors in brain tissues, including epidermal growth factor–like transforming growth factor (ETGF) and IL-10 in a leukemia inhibitory factor receptor–dependent (LIFR-dependent) manner. CD8^+^ TRLs are uniquely versatile in that they serve as cellular sentinels of early tissue damage, as well as the gatekeepers of downstream protective responses.

## Results

### Early responder CD8^+^ TRLs infiltrate the ischemic brain within 1 day after stroke and linger in the injured brain for at least 2 weeks.

Inspired by recent findings of beneficial roles of regulatory lymphocytes in CNS diseases (2, 3), we investigated the temporal profiles of Treg cell infiltration of the ischemic mouse brain. The results show that significant infiltration by CD8^+^CD122^+^ T cells of the ischemic hemisphere began as early as 1 day after 60-minute transient middle cerebral artery occlusion (tMCAO) (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI157678DS1), preceding the initial entry of CD4^+^ Tregs, which occurred 5 days after tMCAO (Supplemental Figure 1B). The number of CD8^+^CD122^+^ T cells peaked on day 5 and remained elevated in the ischemic brain until at least 14 days after stroke (Figure 1A). Immunostaining confirmed the presence of CD8^+^CD122^+^ T cells in the ischemic core and peri-infarct area 5 days after stroke (Supplemental Figure 1C). These cells expressed higher levels of HELIOS compared with CD8^+^CD122^–^ T cells (Figure 1B), which is required for the inhibitory activity of Treg cells (16). Expression of CD103 and IL-10 was also higher in CD8^+^CD122^+^ T cells (Figure 1B). Further characterization confirmed that these infiltrating CD8^+^CD122^+^ T cells were CD49d^lo^ T regulatory–like cells (CD8^+^ TRLs) rather than CD49d^hi^ memory T cells (Figure 1C). In the periphery, the numbers of CD8^+^CD122^+^ cells in blood and spleen dropped significantly at 1 day, remained low at 3 days, and then gradually returned to prestroke levels (Supplemental Figure 1, D and E). The numbers of CD4^+^ Tregs in blood and spleen were 3- to 4-fold lower than CD8^+^CD122^+^ T cells under normal conditions. The blood CD4^+^ Tregs showed a reduction similar to that of CD8^+^CD122^+^ T cells early after stroke, followed by gradual recovery (Supplemental Figure 1E).

### CD8^+^ TRLs provide early protection to the ischemic brain and improve functional outcomes.

To explore the functional role of CD8^+^ TRLs in stroke, an anti-CD122 monoclonal antibody (mAb) was used to selectively deplete CD8^+^CD122^+^ T cells in the circulation (17). Adult male mice were randomly assigned to receive a single dose of anti-CD122 mAb (100 μg) or equivalent quantity of isotype IgG (IgG) intraperitoneally 2 days prior to tMCAO. Flow cytometric analysis confirmed that the anti-CD122 mAb depleted CD8^+^CD122^+^ T cells (Figure 1D) without statistically significantly affecting the total numbers of T cells, B cells, monocytes, or dendritic cells (DCs) in the blood (Supplemental Figure 3A). The number of circulating neutrophils increased in CD8^+^ TRL–depleted mice 3 days after tMCAO (Supplemental Figure 3A). Immunostaining confirmed that the anti-CD122 mAb abolished the CD8^+^CD122^+^ T cell infiltration of the ischemic brain (Supplemental Figure 1C).

The isotype IgG– and anti-CD122 mAb–treated mice exhibited comparable regional cortical blood flow (CBF) during tMCAO and reperfusion (Figure 1E). The temporal evolution of ischemic brain injury was observed by longitudinal T2-weighted MRI scans at 1, 3, and 14 days after tMCAO in the same cohort of mice (Figure 1F). Anti-CD122 mAb–treated mice showed larger brain infarcts and more severe brain edema than IgG-treated mice from 1 to 14 days after tMCAO (Figure 1, G and H, and Supplemental Figure 2, A–D). These data indicate that endogenous CD8^+^ TRLs are critical in restricting ischemic brain injury from early stages (Supplemental Figure 2, B and C) to at least 2 weeks (Supplemental Figure 2D) after stroke. To confirm the early neuroprotective effects of CD8^+^ TRLs against stroke, FACS-isolated CD8^+^CD122^+^CD49d^lo^ TRLs were adoptively transferred to CD8^+^ TRL–depleted mice 2 hours after tMCAO. CFSE-labeled CD8^+^ TRLs were detected in the blood 24 hours after adoptive transfer (Figure 1I). Replenishment of CD8^+^ TRLs completely reversed the detrimental effects of anti-CD122 mAb on brain infarction 3 days after tMCAO (Figure 1J).

The protective role of CD4^+^ Tregs in ischemic stroke has been widely reported (2, 3, 18). Our data show that depletion of CD4^+^ Tregs with anti-CD25 mAb (100 μg) increased infarction and neuronal death at a relatively delayed stage (7 days) after tMCAO, in contrast to the early detrimental effects of anti-CD122 mAb (Figure 1K and Supplemental Figure 3B). Consistent with the increased infarct, anti-CD122 mAb–treated mice exhibited worse sensorimotor deficits 3–7 days after tMCAO, as determined by the rotarod test, adhesive removal test, and foot-fault test (Figure 1, L–N). The worsening in sensorimotor deficits was also observed in anti-CD25 mAb–treated mice but delayed until 5–7 days after tMCAO (Figure 1, L–N). Anti-CD122 mAb treatment had no effect on sensorimotor functions in sham mice (Supplemental Figure 3C). Combined injections of anti-CD122 and anti-CD25 mAbs augmented infarct 3 days after tMCAO (Supplemental Figure 3D), an effect comparable to anti-CD122 mAb injection alone (Figure 1, J and K). These results suggest that CD8^+^ TRL depletion deteriorates brain infarct regardless of the status of CD4^+^ Tregs in the early injury phase.

Consistent with previous studies (19), anti-CD122 mAb resulted in the depletion of CD8^+^CD122^+^ cells and NK cells (Supplemental Figure 3, A and E). However, depletion of NK cells alone with anti-NK1.1 mAb (100 μg) had no effect on infarct 3 or 7 days after tMCAO (Supplemental Figure 3F). Thus, the detrimental effects of anti-CD122 mAb are attributable mainly to depletion of endogenous CD8^+^CD122^+^ cells.

### CD8^+^ TRLs infiltrate the injured brain through the CXCL10/CXCR3 chemokine/receptor axis.

The migration of circulating or other peripheral immune cells toward sites of injury relies on their expression of chemokine receptors that recognize corresponding chemokines released by injured tissue. 

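Cells sorted by FACS as CD8+ TRLs, regulatory-like T cells that are CD8+CD122+CD49d lo, were sequenced from the blood of sham mice and from the blood and brain of mice 3 days after 60 minutes of tMCAO, a transient occlusion of the middle cerebral artery, with 2 samples per group. In the blood libraries the genes of the sort markers were all detected, with *Cd8a*, the CD8 alpha chain (chromosome 6, 71373427 to 71379173 of GRCm38), at 908 ± 57.7 TMM-normalized CPM (SD, n = 2) in sham blood and 1040 ± 347 CPM in tMCAO blood, and *Il2rb*, which encodes CD122, at 429 ± 28.1 and 420 ± 368 CPM. *Cd3e*, a chain of the T cell receptor complex (chromosome 9, 44998740 to 45009627), measured 727 ± 37.6 CPM in sham blood and 693 ± 338 CPM in tMCAO blood, and *Itga4*, which encodes CD49d, 307 ± 38.0 and 412 ± 160 CPM. Of the 6 sort marker genes, 0 passed edgeR's quasi-likelihood test between the blood groups, 0 had a p under 0.05 before adjustment, 0 passed when adjusted over the list alone, and 0 were called by DESeq2 or limma-voom (camera adjusted p = 0.736), while 1 was lower without tMCAO blood 1.

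The paper sorted 500 to 1000 cells per sample, made cDNA with the SMART-Seq Ultralow Input kit (Takara Bio) and libraries with Nextera XT, and sequenced 75 bp paired-end reads on a NextSeq 500. The authors removed adapters and low-quality bases, aligned the reads to GRCm38 with TopHat and deposited counts per gene and FPKM values. The TopHat version and the annotation release are not given in the sources used here. The paper gives C57BL/6J mice aged 9 to 12 weeks, and the sample labels give C57BL/6NCrl mice aged 9 weeks. Sham blood libraries held 16939161 and 16690639 counts on genes, and tMCAO blood libraries 16015169 and 17149924. Counts were scaled by TMM factors, 12424 genes passed edgeR's expression filter, and all 6 samples entered one quasi-likelihood fit with 3 residual degrees of freedom. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the thresholds of the paper. The paper writes of raw files per animal or sample and does not say outright whether the replicates are single mice or pools, so p-values measure only the spread between these samples, which may be technical. In simulated counts for this comparison 11350 genes were tested. By adjusted p and direction alone, the test recovered 1.5% of 67 genes changed 2-fold, 34.3% of 67 changed 4-fold and 84.8% of 66 changed 8-fold. Only well-counted genes were changed, and the simulation leaves out the wider spread of tMCAO blood.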

To identify the specific receptors that mediate early intracerebral infiltration by CD8^+^ TRLs, we performed RNA sequencing (RNA-seq) analysis to compare the CD8^+^ TRLs (CD8^+^CD122^+^CD49d^lo^) isolated from blood of sham mice versus the blood of tMCAO mice, both collected 3 days after surgery (Figure 2A). Differentially expressed genes (DEGs) were identified (Figure 2A and Supplemental Table 1). 

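Between the blood groups, 102 genes were lower in tMCAO blood and 0 were higher with edgeR. *Spi1*, which encodes the myeloid and B cell transcription factor PU.1 (chromosome 2, 91082390 to 91115756 of GRCm38), measured 22.4 ± 5.50 CPM (SD, n = 2) in sham blood and had 1 count in tMCAO blood, a ratio of 0.00123 (95% counting interval 3.11e-05 to 0.00687), adjusted p = 0.00831 from edgeR's quasi-likelihood test. *Cybb*, the catalytic subunit of the phagocyte NADPH oxidase, fell from 88.0 ± 20.0 to 3.23 ± 1.05 CPM (log2 fold change -4.77, SE 0.39, adjusted p = 0.00831). The kinase gene *Syk* had no counts in tMCAO blood and was at least 136-fold lower, against a floor of 3 counts over the group. Of the 102 genes, 79 lay under 1 CPM in both tMCAO blood libraries and 18 belong to the lists of B cell, monocyte, neutrophil or dendritic cell genes.

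Of 15 B cell and plasma cell genes, 6 fell and 0 rose (14 lower when adjusted over the list alone). For the B cell list camera gave adjusted p = 4.96e-35, and adjusted p = 0.217 with an estimated correlation. *Cd79a*, a signaling chain of the B cell receptor (chromosome 7, 24897381 to 24902197), fell from 349 ± 155 to 2.10 ± 1.50 CPM (log2 fold change -7.39, SE 0.71, adjusted p = 0.0134). Among 20 monocyte and macrophage genes, 7 fell and 0 rose (13 lower and 1 higher when adjusted over the list alone). Sham blood 1 and 2 differed in *Lyz2* (358 and 1854 CPM) and *Cd14* (0.051 and 29.57 CPM), both named after their values were seen, and less in *Cd68* (31.25 and 37.38 CPM). Whether RNA of monocytes in the sham blood libraries accounts for the fall was not tested. For the monocyte and macrophage list camera gave adjusted p = 2.29e-26, and adjusted p = 0.315 with an estimated correlation. Among 13 dendritic cell and MHC class II genes, 5 fell and 0 rose (8 lower when adjusted over the list alone). For the dendritic cell and MHC class II list camera gave adjusted p = 5.36e-13, and adjusted p = 0.217 with an estimated correlation. *H2-Ab1*, the beta chain of MHC class II (chromosome 17, 34257689 to 34269419), fell from 791 ± 282 to 13.8 ± 7.25 CPM, and *Cd74*, the invariant chain, from 2815 ± 854 to 52.0 ± 39.5 CPM (adjusted p = 0.00832 and 0.0139). Of 9 neutrophil genes 0 passed with edgeR (3 at a p under 0.05 before adjustment, 2 lower when adjusted over the list alone, 2 lower by DESeq2 on all samples, 0 by DESeq2 on the blood groups and by limma-voom). For the neutrophil list camera gave adjusted p = 0.00958, and adjusted p = 0.318 with an estimated correlation. Of 17 T cell identity genes 0 passed with edgeR, 1 had a p under 0.05 before adjustment, 0 passed over the list alone and 0 with DESeq2 or limma-voom; their median log2 fold change was 0.33 (camera adjusted p = 0.211). *Lat*, an adaptor of T cell receptor signaling, measured 879 ± 269 CPM in tMCAO blood and 467 ± 26.7 in sham blood (log2 fold change 0.91, SE 0.31, adjusted p = 0.473). The B cell list had 0 higher and 10 lower by DESeq2 on all samples, 0 higher and 10 lower by DESeq2 on the blood groups and 0 higher and 5 lower by limma-voom, the monocyte and macrophage list 1 higher and 13 lower by DESeq2 on all samples, 0 higher and 10 lower by DESeq2 on the blood groups and 0 higher and 2 lower by limma-voom, and the dendritic cell list 0 higher and 6 lower by DESeq2 on all samples, 0 higher and 5 lower by DESeq2 on the blood groups and 0 higher and 3 lower by limma-voom. Under T cell scaling 11 B cell, 13 monocyte and macrophage, 7 dendritic cell and 3 neutrophil genes fell. Without tMCAO blood 1, 10 B cell genes were lower and 2 T cell identity genes higher, without sham blood 1, 11 monocyte and macrophage and 2 neutrophil genes were lower, and without tMCAO blood 2, 4 monocyte and macrophage genes.

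The replicates of tMCAO blood differed over 2-fold in 3054 of 11596 genes, against 676 of 12110 genes for sham blood and 1032 of 12322 for brain. The count of higher genes was 0 with edgeR, with 970 genes of either direction at a p under 0.05 before adjustment; DESeq2 called 13 higher and 358 lower on all samples and 7 and 220 on the blood groups, edgeR on the blood groups 0 and 0, and limma-voom 0 and 22. Other settings that moved the counts by over 1.5 times were scaling to equal mean log2 counts of the T cell identity genes (5 higher, 311 lower), no filter on low counts (1 and 156), a stricter filter on low counts (1 higher), an adjusted p under 0.01 (38 lower), and tests on FPKM (5 and 10 with a pseudocount of 1). Counts were 1 and 136 without sham blood 1, 0 and 71 without sham blood 2, 284 and 469 without tMCAO blood 1, 12 and 126 without tMCAO blood 2, and 0 and 0 without brain 1 or without brain 2, so every call named here was lost when either brain library was left out.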

Gene Ontology (GO) analysis revealed marked changes in inflammatory responses and cytokine production (Figure 2B). 

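Among 19 inflammatory cytokine and chemokine genes, 0 rose and 0 fell between sham and tMCAO blood with edgeR (7 at a p under 0.05 before adjustment, 1 lower when adjusted over the list alone). For the inflammatory cytokine list DESeq2 called 2 lower on all samples and 2 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.121. *Il1b*, which encodes the inflammatory cytokine interleukin-1 beta, measured 31.5 ± 31.3 CPM in sham blood and 0.207 ± 0.293 CPM in tMCAO blood (log2 fold change -7.14, SE 1.21, adjusted p = 0.0636), and the chemokine gene *Ccl9* 31.5 ± 29.1 and 6.02 ± 2.39 CPM (log2 fold change -2.39, SE 0.73, adjusted p = 0.381). The list of 22 immediate early genes, which respond to cell activation and stress, had 1 lower gene, *Hspa1b*, and 0 higher (12 lower when adjusted over the list alone). For the immediate early genes list camera gave adjusted p = 8.68e-14, and adjusted p = 0.318 with an estimated correlation. *Hspa1b*, a heat shock gene whose near-identical neighbor *Hspa1a* may share its reads, was at least 44.7-fold lower (adjusted p = 0.0303). *Atf3*, a stress-response transcription factor, measured 22.5 ± 17.7 CPM in sham blood and 0.964 ± 0.704 CPM in tMCAO blood (log2 fold change -4.55, SE 0.78, adjusted p = 0.0649). Among 16 NF-kappaB target genes 1 fell, *Cd83*, a surface protein of mature dendritic cells and B cells, from 106 ± 13.9 to 2.04 ± 0.989 CPM (log2 fold change -5.68, SE 0.56, adjusted p = 0.00990). In the NF-kappaB targets list 2 lower passed when adjusted over the list alone, and camera gave adjusted p = 3.92e-08, or adjusted p = 0.354 with an estimated correlation. The immediate early list had 0 higher and 9 lower by DESeq2 on all samples, 0 higher and 5 lower by DESeq2 on the blood groups and 0 higher and 0 lower by limma-voom, and the NF-kappaB target list 0 higher and 2 lower by DESeq2 on all samples, 0 higher and 2 lower by DESeq2 on the blood groups and 0 higher and 0 lower by limma-voom. Under T cell scaling 5 inflammatory cytokine, 6 immediate early and 4 NF-kappaB target genes fell. Without sham blood 1 the lower counts were 3, 2 and 2 in that order, without tMCAO blood 1 they were 1, 4 and 3, and without brain 1 or brain 2 they were 0.

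Of 22 genes of IL-10 signaling 1 fell, *Fcgr1*, an Fc receptor of monocytes and macrophages, at least 27.3-fold (adjusted p = 0.0463), with 1 higher and 3 lower by DESeq2 on all samples, 0 higher and 3 lower by DESeq2 on the blood groups and 0 higher and 0 lower by limma-voom, and 4 lower under T cell scaling. In the IL-10 signaling list 3 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.000284, or adjusted p = 0.759 with an estimated correlation. Of 21 genes of negative immunoregulation 1 fell, *Ebi3*, a subunit of the cytokines IL-27 and IL-35, at least 43.5-fold (adjusted p = 0.0271), with 1 higher and 1 lower by DESeq2 on all samples, 0 higher and 1 lower by DESeq2 on the blood groups and 0 higher and 0 lower by limma-voom. In the negative immunoregulation list 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.130. None of 9 T cell cytokine genes passed with edgeR (1 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone). For the T cell cytokines list DESeq2 called 0 lower on all samples and 0 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.988. For 24 genes of the type I interferon response the count was 0 with edgeR (4 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone), and for 14 genes of the LIF and gp130 family also 0 (1 at a p under 0.05 before adjustment, 1 lower when adjusted over the list alone). For the type I interferon response list DESeq2 called 3 lower on all samples and 0 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.0631. For the LIF and gp130 family list DESeq2 called 1 lower on all samples and 0 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.0266, or adjusted p = 0.811 with an estimated correlation. Beside these lists, *Csf1r*, the receptor for macrophage colony-stimulating factor, measured 12.0 ± 5.63 CPM in sham blood and had no counts in tMCAO blood, at least 145-fold lower, and *Adgre1*, which encodes the macrophage marker F4/80, was at least 72.7-fold lower (adjusted p = 0.00996 for both). Adjusted p-values are from edgeR's quasi-likelihood test. Each call was lost without brain 1 or brain 2, that of *Hspa1b* also without tMCAO blood 2, and that of *Fcgr1* also without sham blood 2 or tMCAO blood 2 and when libraries were scaled by size alone. Under T cell scaling 1 interferon response gene and 1 of the LIF and gp130 family were lower. Without tMCAO blood 1, 5 genes of IL-10 signaling, 4 of negative immunoregulation and 1 of the LIF and gp130 family were lower and 1 interferon response gene higher, without sham blood 1, 4 genes of IL-10 signaling were lower, and without tMCAO blood 2, 1 interferon response gene and 1 T cell cytokine gene.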

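*Cxcr6* and *Cxcr3*, chemokine receptors of activated and memory T cells, had higher mean levels in tMCAO blood than in sham blood, and neither passed the test. *Cxcr6* (chromosome 9, 123806475 to 123811760 of GRCm38) measured 863 ± 281 CPM (SD, n = 2) in tMCAO blood and 443 ± 99.0 CPM in sham blood (log2 fold change 0.96, SE 0.33, adjusted p = 0.487 from edgeR's quasi-likelihood test). *Cxcr3* (chromosome X, 101731535 to 101734269) measured 739 ± 6.63 CPM in tMCAO blood and 478 ± 49.4 CPM in sham blood (log2 fold change 0.63, SE 0.24, adjusted p = 0.586). *Ccr10*, a receptor linked to homing to skin and mucosa (chromosome 11, 101172997 to 101175443), had 1 count in 1 sham blood library and 3 counts in 1 tMCAO blood library, too few to test. Of 16 chemokine receptor genes tested, 0 rose and 0 fell with edgeR (6 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone). For the chemokine receptors list DESeq2 called 2 lower on all samples and 3 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.529. Among 13 tissue residency genes the count was 0 (4 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone), and among 16 cytotoxic effector genes also 0 (1 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone). For the tissue residency list DESeq2 called 2 lower on all samples and 2 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.0157, or adjusted p = 0.318 with an estimated correlation. For the cytotoxic effector list DESeq2 called 0 lower on all samples and 1 higher and 1 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.926. *Ccl5*, a chemokine gene of cytotoxic T cells, measured 7222 ± 1174 CPM in tMCAO blood and 3214 ± 423 CPM in sham blood (log2 fold change 1.17, SE 0.69, adjusted p = 0.733). Beside these receptors, *H2-Aa*, the alpha chain of MHC class II, fell from 473 ± 185 CPM in sham blood to 4.34 ± 3.87 CPM in tMCAO blood (log2 fold change -6.78, SE 0.78, adjusted p = 0.0137), a call lost without brain 1 or brain 2. Without tMCAO blood 1, *Cxcr6* passed (log2 fold change 1.26, adjusted p = 0.0441), and its adjusted p ranged from 0.0441 to 1 over 19 alternatives. Under T cell scaling 1 chemokine receptor, 2 tissue residency and 1 cytotoxic effector gene were lower. Without tMCAO blood 1, 1 chemokine receptor gene was higher and 2 lower and 1 tissue residency gene was higher and 1 lower, and without sham blood 1, 1 chemokine receptor gene was lower.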

A panel of genes encoding chemokine receptors, including *Ccr10*, *Cxcr6*, and *Cxcr3*, was upregulated in circulating CD8^+^ TRLs after stroke (Figure 2C). Conversely, the expression of genes encoding several receptors that mediate T cell homing to lymph nodes and other peripheral organs, including *Ccr6*, *Ccr7*, and *Cxcr5*, was markedly downregulated (Figure 2C). 

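*Ccr7*, *Cxcr5* and *Ccr6*, receptors that guide lymphocytes to lymph nodes, B cell follicles and mucosal sites, had lower mean levels in tMCAO blood than in sham blood, and none passed the test. *Ccr7* (chromosome 11, 99144196 to 99155077 of GRCm38) measured 838 ± 2.25 CPM (SD, n = 2) in sham blood and 468 ± 91.8 CPM in tMCAO blood (log2 fold change -0.84, SE 0.76, adjusted p = 0.829 from edgeR's quasi-likelihood test). *Cxcr5* (chromosome 9, 44511787 to 44561877) measured 44.2 ± 12.2 and 12.2 ± 4.93 CPM (log2 fold change -1.85, SE 0.63, adjusted p = 0.484), and *Cxcr4*, the receptor for CXCL12, 71.9 ± 20.2 and 19.2 ± 9.02 CPM (log2 fold change -1.90, SE 0.57, adjusted p = 0.370). *Ccr6* (chromosome 17, 8236043 to 8257141) had 264 counts in the sham blood libraries and 11 in the tMCAO blood libraries (log2 fold change -4.50, SE 1.39, adjusted p = 0.386). Of 14 genes of lymphoid homing and naive or central memory T cells, 0 rose and 0 fell with edgeR (3 at a p under 0.05 before adjustment, 0 lower when adjusted over the list alone). For the lymphoid homing list DESeq2 called 1 lower on all samples and 2 lower on the blood groups, limma-voom called 0 lower, and camera gave adjusted p = 0.0600. *S1pr1*, which guides lymphocyte exit into blood, measured 732 ± 119 CPM in sham blood and 419 ± 55.8 CPM in tMCAO blood (log2 fold change -0.81, SE 0.26, adjusted p = 0.441). Among B cell genes, *Bank1* fell from 89.0 ± 17.2 to 0.884 ± 0.506 CPM and *Cd22* from 18.7 ± 1.79 to 0.665 ± 0.135 CPM (adjusted p = 0.00996 and 0.00996). *Cr2*, the complement receptor of B cells, was at least 267-fold lower (adjusted p = 0.0177). Whether RNA of B cells in the sham blood libraries accounts for the lower *Cxcr5* and *Ccr6* was not tested.

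The B cell calls were lost without brain 1 or brain 2, and that of *Cr2* also without sham blood 1, while 1 lymphoid homing gene was lower without tMCAO blood 1 and 1 without tMCAO blood 2. DESeq2 on the blood groups called *Cxcr5* (adjusted p = 0.0102, range 0.0102 to 1 over 19 alternatives), *Cxcr4* (0.00327, range 0.00327 to 1 over 19) and *Ccr6* (0.00605, range 0.00605 to 1 over 18), and no alternative called *Ccr7* (0.368 to 1). The paper states that genes of some chemokine receptors were upregulated and those of receptors for homing to lymph nodes and other organs downregulated in circulating CD8+ TRLs after stroke (Figure 2C), and then compares several of these receptors between CD8+ TRLs and CD4+ Tregs to find those that may matter for early infiltration.

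**Figure D1:**
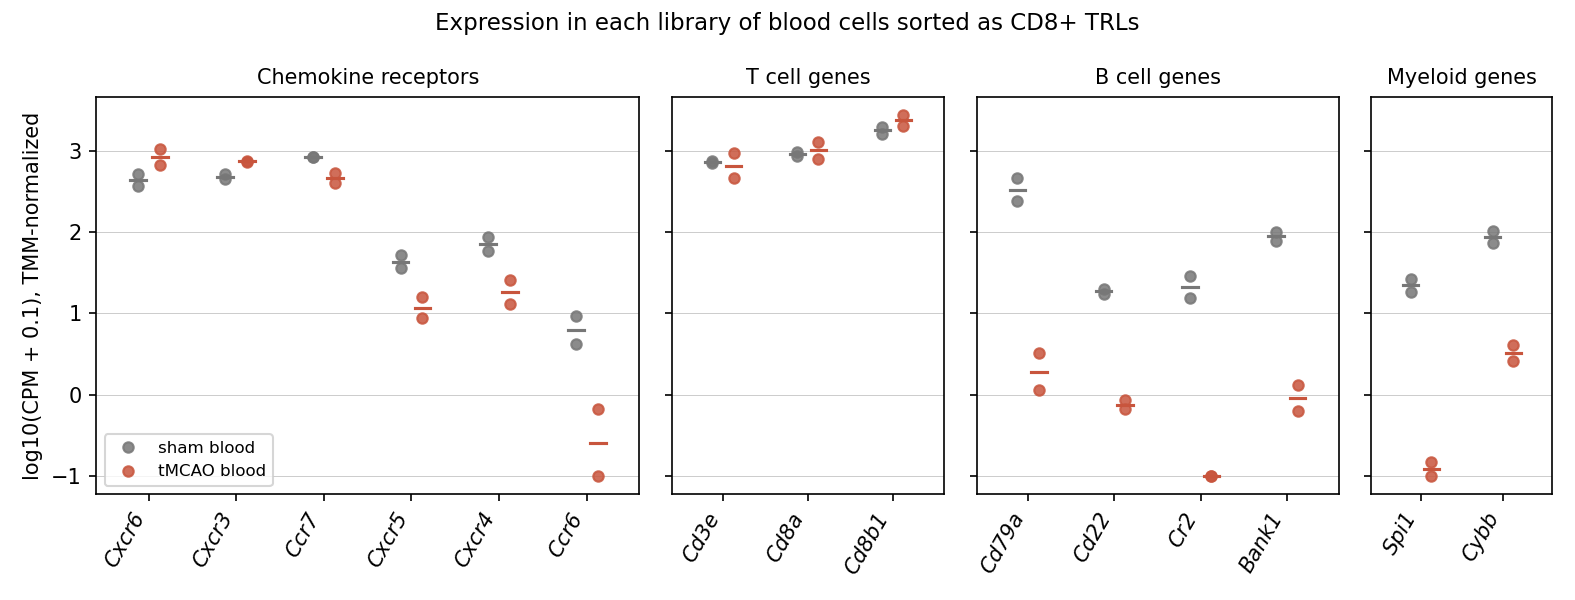
Levels of chemokine receptor, T cell, B cell and myeloid genes in libraries of cells sorted as CD8+ TRLs from sham and tMCAO blood, as log10 of TMM-normalized CPM plus 0.1; points are the 2 libraries of a group and bars the mean of their log values. The T cell genes *Cd3e*, *Cd8a* and *Cd8b1* did not pass the test between the groups, and *Cd79a*, *Cd22*, *Cr2*, *Bank1*, *Spi1* and *Cybb* are lower in tMCAO blood under each scaling tried.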

We then compared the expression of several chemokine receptors by circulating CD8^+^ TRLs versus the CD4^+^ Tregs 3 days after stroke to identify receptors potentially important for early CD8^+^ TRL infiltration. Flow cytometric (Figure 2D) and ImageStream (Figure 2E) analyses demonstrated that expression of CXCR3 (Figure 2D) was approximately 3-fold higher on CD8^+^ TRLs compared with CD4^+^ Tregs, while expression of CXCR6, CCR10, CCR4, CCR5, CCR6, CCR7, and CXCR5 was comparable (Figure 2F and Supplemental Figure 4A).

Furthermore, we observed marked elevations in mRNA expression of CXCR3 ligands (*Cxcl9*, *Cxcl10*, and *Cxcl11*) in brain 3 days after tMCAO (Figure 3A), whereas *Cxcl10* already displayed a statistical trend toward upregulation (*P =* 0.052) 1 day after tMCAO. ELISAs confirmed the upregulation of CXCL10 in brain lysates, but not in blood, 1 day after stroke (Figure 3B). Immunostaining demonstrated the expression of CXCL10 protein, but not CXCL9 or CXCL11, along CD31^+^ vessels in the ischemic brain 1 day after stroke (Figure 3C). CXCL10 was also expressed by astrocytes, but only weakly by microglia and not by neurons after stroke (Supplemental Figure 4B). Taken together, these data suggest that the CXCR3/CXCL10 signaling axis may promote early CD8^+^ TRL infiltration of the ischemic brain.

Supporting the brain-homing properties of CXCR3/CXCL10 for CD8^+^ TRLs after stroke, CD8^+^ TRLs failed to infiltrate ischemic brain in *Cxcl10*-KO (Figure 3, D and E) and *Cxcr3*-KO (Figure 3, D and F) mice. CD8^+^ TRLs were then prepared from WT and *Cxcr3*-KO mice, labeled with CFSE, and transferred to CD8^+^ TRL–depleted mice 2 hours after tMCAO (Figure 3G). Flow cytometric analysis showed that the WT, but not *Cxcr3*-KO CD8^+^CFSE^+^ TRLs, entered the ischemic brain 3 days after stroke (Figure 3G). The absence of *Cxcr3*-KO CD8^+^CFSE^+^ TRL infiltration led to reduced neuroprotection compared with WT CD8^+^ TRL treatment (Figure 3H). Interestingly, the loss of CXCR3 expression on CD8^+^ TRLs did not impair their immunosuppressive effects on proinflammatory cytokine TNF-α production or their ability to boost antiinflammatory cytokine IL-4 production by Teff cells in vitro (Figure 3I). These results suggest that the neuroprotective effect of CD8^+^ TRLs relies, at least partly, on their brain infiltration via the CXCR3/CXCL10 axis.

### CD8^+^ TRLs confer neuroprotection against stroke through both antiinflammatory-dependent and -independent mechanisms.

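The brain libraries held few transcripts of *Cd8a*, *Cd8b1*, *Cd3e* and *Il2rb*, genes of markers of the sorted cells. *Cd8a* measured 2.25 ± 0.0767 CPM (SD, n = 2) in brain, a log2 fold change of -8.65 against sham blood (SE 0.43, adjusted p = 0.000172 from edgeR's quasi-likelihood test), and *Cd3e* 6.20 ± 1.14 CPM (log2 fold change -6.87, SE 0.49, adjusted p = 0.000272). *Cd8b1*, the CD8 beta chain, fell from 1784 ± 243 to 7.48 ± 1.32 CPM (log2 fold change -7.90, SE 0.41, adjusted p = 0.000172), and *Il2rb*, the gene of CD122, to 5.37 ± 1.21 CPM (log2 fold change -6.32, SE 0.76, adjusted p = 0.00147). *Itga4*, the gene of CD49d, fell to 40.4 ± 3.85 CPM (log2 fold change -2.92, SE 0.35, adjusted p = 0.00145). All 6 sort marker genes fell under the TMM scaling (6 when adjusted over the list alone), while under scaling to the T cell identity genes 2 higher and 0 lower passed. For the sort markers list camera gave adjusted p = 3.20e-12, and adjusted p = 0.0916 with an estimated correlation. *Itgb1*, the integrin beta 1 chain, which is not part of the gate, fell from 1108 ± 137 to 361 ± 26.7 CPM (log2 fold change -1.62, SE 0.30, adjusted p = 0.00732) and lost its call without sham blood 1 or brain 1. *Csf1r*, the receptor for macrophage colony-stimulating factor, measured 2024 ± 482 CPM in brain (log2 fold change 7.40, SE 0.54, adjusted p = 0.000512).

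Cells sorted as CD8+ TRLs from the brain 3 days after tMCAO gave 2 libraries of 13793081 and 14033525 counts on genes. The paper gives the same sort gate and library protocol for brain and blood. Its flow cytometry methods describe a tissue dissociation kit on a heated dissociator for brain and cite earlier work for blood. Cell preparation may therefore differ together with tissue. The brain libraries were compared with the 2 libraries of sham blood in the same fit. The 10 most abundant genes took 16.4% and 16.0% of the counts in the brain libraries and 6.01% and 5.91% in sham blood. The median log2 fold change of all genes was 0.13 with TMM. It was -0.44 when libraries were scaled by size alone and 7.55 when they were scaled to equal mean log2 counts of the T cell identity genes, and changes are given relative to the TMM scaling. In simulated counts for this comparison 11351 genes were tested. By adjusted p and direction alone, 0% of 67 genes changed 2-fold, 44.8% of 67 changed 4-fold and 80.3% of 66 changed 8-fold were recovered. These rates leave out the shift in composition of the brain libraries.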

We then performed RNA-seq analysis to compare the gene expression profiles of FACS-purified brain infiltrating CD8^+^ TRLs (CD8^+^CD122^+^CD49d^lo^) 3 days after tMCAO and circulating CD8^+^ TRLs 3 days after sham operation. Compared with their stroke-naive counterparts, CD8^+^ TRLs underwent genomic reprogramming after infiltration of the poststroke brain, resulting in global gene expression alterations (Figure 4A and Supplemental Table 2). 

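Against sham blood, 2326 genes were higher and 1471 lower in libraries of cells sorted as CD8+ TRLs from the poststroke brain. Under TMM, RLE and library size scaling, genes of microglia and macrophages were among those higher and genes that identify T cells among those lower. Scaling to the T cell identity genes sets their mean log2 counts equal between libraries, so as a set they cannot be lower under it. It also raises most other genes here, so it is no independent check on the higher genes. All 17 tested T cell identity genes fell under the TMM scaling (1 higher and 0 lower under T cell scaling). For the T cell identity list 17 lower passed when adjusted over the list alone, and camera gave adjusted p = 1.01e-38, or adjusted p = 0.0416 with an estimated correlation. *Lck*, the kinase that starts T cell receptor signaling, fell from 2427 ± 96.8 to 13.9 ± 2.21 CPM (log2 fold change -7.45, SE 0.40, adjusted p = 0.000172 from edgeR's quasi-likelihood test), and *Themis*, a regulator of that signaling, from 307 ± 3.15 to 1.01 ± 0.00528 CPM (log2 fold change -8.24, SE 0.43, adjusted p = 0.000172). All 18 microglia genes rose (18 higher and 0 lower under T cell scaling), and 16 of them lay above 100 CPM in both brain libraries. For the microglia list 18 higher passed when adjusted over the list alone, and camera gave adjusted p = 8.25e-19, or adjusted p = 0.182 with an estimated correlation. *P2ry12*, a purinergic receptor of microglia (chromosome 3, 59216272 to 59262871 of GRCm38), rose from 8.62 ± 0.283 to 1029 ± 631 CPM (log2 fold change 6.90, SE 0.56, adjusted p = 0.000383). *Tmem119*, another microglial marker, measured 311 ± 135 CPM in brain and had no counts in sham blood, at least 4057-fold higher, as were *Siglech* (at least 3714-fold) and *P2ry13* (at least 4293-fold).

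Of 20 monocyte and macrophage genes 18 rose and 1, *Ly6c2*, which memory CD8 T cells also express and which is named after its value was seen, fell (20 higher and 0 lower under T cell scaling). For the monocyte and macrophage list 19 higher and 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 1.66e-18, or adjusted p = 0.129 with an estimated correlation. *Cd68*, a lysosomal protein of macrophages (chromosome 11, 69664213 to 69666153), rose from 34.3 ± 4.33 to 3092 ± 211 CPM (log2 fold change 6.49, SE 0.37, adjusted p = 0.000172). Of 9 neutrophil genes 6 rose and 0 fell (9 higher and 0 lower under T cell scaling), among them *Csf3r*, the receptor for granulocyte colony-stimulating factor (log2 fold change 6.11, SE 0.65, adjusted p = 0.000956). For the neutrophil list 6 higher passed when adjusted over the list alone, and camera gave adjusted p = 9.24e-05, or adjusted p = 0.129 with an estimated correlation. Of 13 dendritic cell and MHC class II genes 5 rose and 0 fell (13 higher and 0 lower under T cell scaling, and 3 when scaled by library size). For the dendritic cell and MHC class II list 5 higher passed when adjusted over the list alone, and camera gave adjusted p = 0.0325, or adjusted p = 0.230 with an estimated correlation. The dendritic cell and MHC class II count of higher genes was 3 without sham blood 1, 3 without sham blood 2, 2 without brain 1 and 2 without brain 2. Among 15 B cell genes 13 fell and 0 rose (3 higher and 2 lower under T cell scaling). For the B cell list 14 lower passed when adjusted over the list alone, and camera gave adjusted p = 4.50e-08, or adjusted p = 0.183 with an estimated correlation. The B cell count of lower genes was 8 without brain 1 and 7 without brain 2.

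Among 14 genes of lymphoid homing and naive or central memory T cells 12 fell and 1, *Id3*, a transcription regulator chosen for mention after its value was seen, rose (9 higher and 0 lower under T cell scaling). For the lymphoid homing list 1 higher and 12 lower passed when adjusted over the list alone, and camera gave adjusted p = 7.87e-13, or adjusted p = 0.129 with an estimated correlation. The lymphoid homing count of higher genes was 0 without sham blood 1, 0 without sham blood 2 and 0 without brain 2. *Lef1*, a transcription factor of naive and memory T cells, fell from 189 ± 4.67 to 1.43 ± 0.722 CPM (log2 fold change -7.04, SE 0.42, adjusted p = 0.000180). Of 16 cytotoxic effector genes 13 fell and 3 rose (5 higher and 1 lower under T cell scaling), the 3 being *Ccl3*, *Ccl4* and *Tnf*, cytokine genes that macrophages also express, named after their values were seen. For the cytotoxic effector list 3 higher and 13 lower passed when adjusted over the list alone, and camera gave adjusted p = 1.78e-11, or adjusted p = 0.129 with an estimated correlation. Of the 16 cytotoxic effector genes tested 9 are in another list as well. *Gzmk*, a granzyme of memory T cells, fell to 1.84 ± 0.269 CPM (log2 fold change -6.44, SE 0.36, adjusted p = 0.000172). Of 12 NK cell genes 10 fell and 2 rose (3 higher and 1 lower under T cell scaling), the 2 being *Tyrobp* and *Fcer1g*, signaling adaptors of myeloid and NK cells, named after their values were seen. For the NK cell list 2 higher and 10 lower passed when adjusted over the list alone, and camera gave adjusted p = 1.47e-09, or adjusted p = 0.183 with an estimated correlation. The NK cell count of higher genes was 1 without sham blood 1, 1 without sham blood 2, 1 without brain 1 and 1 without brain 2. *Klrk1*, the receptor NKG2D, fell to 4.81 ± 2.12 CPM (log2 fold change -7.08, SE 0.48, adjusted p = 0.000245).

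Of the called genes 61.3% were higher, and 37.2% (1606 higher, 2709 lower) when libraries were scaled by size alone, and scaling to the T cell identity genes gave 11848 higher and 10 lower, or 99.9% higher. Counts of higher and lower genes were 1040 and 713 without sham blood 1, 1141 and 773 without sham blood 2, 951 and 694 without brain 1, and 945 and 802 without brain 2. The paper states that CD8+ TRLs underwent genomic reprogramming after they infiltrated the brain (Figure 4A).

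**Figure D2:**
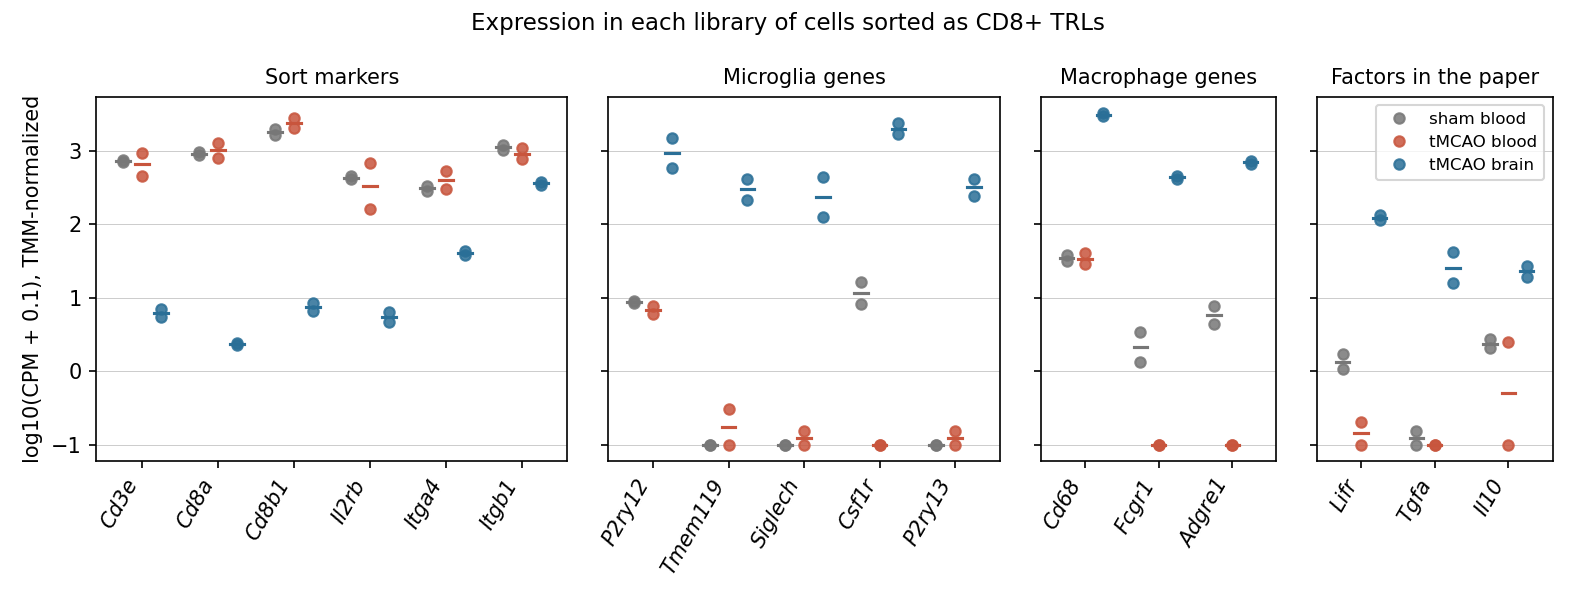
Levels of sort marker genes, microglia genes, macrophage genes and factors named in the paper in libraries of cells sorted as CD8+ TRLs from sham blood, tMCAO blood and tMCAO brain, as log10 of TMM-normalized CPM plus 0.1; points are the 2 libraries of a group and bars the mean of their log values. The sort marker genes are lower and the microglia and macrophage genes higher in brain than in either blood group, a direction that under scaling to the T cell identity genes flips for *Cd3e*, *Il2rb*, *Itga4* and *Itgb1* and not for *Cd8a* and *Cd8b1*.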

To examine the regulatory impact of CD8^+^ TRLs on other cells, we performed further analyses of DEGs that encode the expression of extracellular factors (Supplemental Table 3), including cell membrane–bound and secretory factors. 

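Genes of extracellular factors were mostly higher in the brain libraries than in sham blood: of the 327 genes of Supplemental Table 3, 296 were tested, 182 rose and 55 fell. The study chose these genes on these samples, so their direction is not independent evidence of it. *Grn*, which encodes the growth factor progranulin and is abundant in macrophages and microglia (chromosome 11, 102430315 to 102437048 of GRCm38), rose from 17.3 ± 7.03 to 3974 ± 124 CPM (SD, n = 2; log2 fold change 7.85, SE 0.51, adjusted p = 0.000209 from edgeR's quasi-likelihood test). *Gpx3*, a secreted glutathione peroxidase, rose from 0.128 ± 0.0368 to 344 ± 86.3 CPM (log2 fold change 11.31, SE 0.54, adjusted p = 0.000172). *Pf4*, a chemokine of platelets and macrophages, rose from 27.0 ± 3.57 to 583 ± 171 CPM (log2 fold change 4.43, SE 0.37, adjusted p = 0.000432), and *Ltb*, the T cell cytokine lymphotoxin beta, fell from 609 ± 35.2 to 2.75 ± 0.765 CPM (log2 fold change -7.79, SE 0.64, adjusted p = 0.000402). Of 9 platelet genes, *Pf4* rose and *Ppbp* and *Gp1bb* fell (6 higher and 0 lower under T cell scaling), *Ppbp* losing its call without sham blood 1, sham blood 2 or brain 1 and *Gp1bb* without brain 1. For the platelet list 1 higher and 4 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.268, or adjusted p = 0.366 with an estimated correlation. The platelet count of lower genes was 1 without sham blood 1, 1 without sham blood 2 and 0 without brain 1.

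Of 5 astrocyte genes 4 rose and 0 fell (5 higher and 0 lower under T cell scaling). For the astrocyte list 4 higher passed when adjusted over the list alone, and camera gave adjusted p = 0.0103, or adjusted p = 0.357 with an estimated correlation. The astrocyte count of higher genes was 2 without sham blood 1, 2 without sham blood 2, 2 without brain 1 and 2 without brain 2. *Slc1a3*, a glutamate transporter of astrocytes, measured 41.1 ± 30.8 CPM in brain and had 1 count in sham blood, a ratio of 1610 (95% counting interval 288 to 63640), and *Gja1*, a gap junction protein, was at least 382-fold higher. Of 3 endothelial genes 2 fell and 0 rose (1 higher and 0 lower under T cell scaling), *Pecam1* and *Ly6c1*, which leukocytes also express, and *Ly6c1* fell from 42.1 ± 6.16 to 0.551 ± 0.133 CPM (log2 fold change -6.24, SE 0.43, adjusted p = 0.000246). For the endothelial cell list 3 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.00132, or adjusted p = 0.182 with an estimated correlation. Counts of higher and lower extracellular factors were 103 and 32 without sham blood 1, 110 and 31 without sham blood 2, 96 and 27 without brain 1, and 93 and 33 without brain 2. Under a stricter filter on low counts 97 were higher, and under T cell scaling 0 were lower.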

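Most of the inflammatory cytokine and extracellular matrix genes tested were higher in the brain libraries than in sham blood. Of 19 inflammatory cytokine and chemokine genes 16 rose and 0 fell (19 higher and 0 lower under T cell scaling). For the inflammatory cytokine list 18 higher passed when adjusted over the list alone, and camera gave adjusted p = 1.73e-12, or adjusted p = 0.182 with an estimated correlation. *Il1a*, which encodes interleukin-1 alpha (chromosome 2, 129299610 to 129309972 of GRCm38), rose from 0.667 ± 0.799 to 1504 ± 931 CPM (SD, n = 2; log2 fold change 11.12, SE 1.57, adjusted p = 0.00269 from edgeR's quasi-likelihood test), and *Ccl7*, a chemokine that attracts monocytes (chromosome 11, 82045712 to 82047525), was at least 3243-fold higher. *Saa3*, an acute phase gene of macrophages (chromosome 7, 46711998 to 46715700), was at least 12240-fold higher. Of 17 extracellular matrix genes 16 rose and 0 fell (17 higher and 0 lower under T cell scaling). For the extracellular matrix list 16 higher passed when adjusted over the list alone, and camera gave adjusted p = 1.05e-09, or adjusted p = 0.129 with an estimated correlation. The extracellular matrix count of higher genes was 10 without brain 2. *Mmp14*, a membrane-bound matrix metalloproteinase (chromosome 14, 54431612 to 54445364), was at least 1346-fold higher, and *Timp2*, a metalloproteinase inhibitor, rose from 20.3 ± 9.22 to 852 ± 300 CPM (log2 fold change 5.39, SE 0.51, adjusted p = 0.000640).

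Of 25 growth and trophic factor genes 16 rose and 3, *Fgf13*, *Gmfg* and *Bmp7*, fell (24 higher and 0 lower under T cell scaling). For the growth and trophic factors list 19 higher and 3 lower passed when adjusted over the list alone, and camera gave adjusted p = 1.14e-05, or adjusted p = 0.182 with an estimated correlation. The growth and trophic factors count of higher genes was 10 without sham blood 1, 10 without sham blood 2, 9 without brain 1 and 9 without brain 2. The growth and trophic factors count of lower genes was 1 without sham blood 2 and 1 without brain 1. *Gdf15*, a stress-induced cytokine of the TGF-beta superfamily (chromosome 8, 70629393 to 70632456), was at least 1237-fold higher, and *Hgf*, hepatocyte growth factor, rose from 0.333 ± 0.110 to 24.5 ± 3.70 CPM (log2 fold change 6.17, SE 0.64, adjusted p = 0.00144). *Bmp7*, a bone morphogenetic protein, is named after its value was seen, and *Gmfg* lost its call without sham blood 1, sham blood 2, brain 1 or brain 2. Of 9 T cell cytokine genes 7 fell and 1, *Tnfsf14*, named after its value was seen, rose (2 higher and 0 lower under T cell scaling). For the T cell cytokines list 1 higher and 7 lower passed when adjusted over the list alone, and camera gave adjusted p = 7.37e-06, or adjusted p = 0.183 with an estimated correlation. The T cell cytokines count of higher genes was 0 without sham blood 1, 0 without sham blood 2 and 0 without brain 1. Of the 9 T cell cytokine genes tested 5 are in another list as well. *Ifng*, which encodes interferon gamma, fell from 92.0 ± 7.43 to 0.366 ± 0.388 CPM (log2 fold change -7.94, SE 0.68, adjusted p = 0.000485). Of 16 chemokine receptor genes 4 rose, *Ccr1*, *Ccrl2*, *Cx3cr1* and *Ackr3*, and 4 fell, *Ccr7*, *Cxcr3*, *Cxcr5* and *Cxcr6* (13 higher and 0 lower under T cell scaling). For the chemokine receptors list 4 higher and 4 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.106, or adjusted p = 0.299 with an estimated correlation. The chemokine receptors count of higher genes was 2 without brain 1 and 2 without brain 2. *Ackr3*, an atypical chemokine receptor, is named after its value was seen. *Cxcr3* fell to 9.55 ± 0.599 CPM (log2 fold change -5.64, SE 0.30, adjusted p = 0.000172) and *Cxcr6* to 6.06 ± 0.877 CPM (log2 fold change -6.19, SE 0.42, adjusted p = 0.000232), and *Ccr1*, a chemokine receptor of monocytes and neutrophils, rose to 704 ± 346 CPM (log2 fold change 7.29, SE 1.68, adjusted p = 0.0175), a call lost without brain 1 or brain 2. *Adgre1*, the gene of the macrophage marker F4/80, rose to 695 ± 46.5 CPM (log2 fold change 6.86, SE 0.43, adjusted p = 0.000334).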

GO analyses of these extracellular factors revealed that brain-infiltrating CD8^+^ TRLs were characterized by enhanced expression of genes involved in cytokine activity, extracellular matrix interactions, cytokine receptor binding, and growth factor activity (Figure 4B). 

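Genes of negative immunoregulation went both ways between brain and sham blood: of 21 tested, 10 rose and 3, *Ctla4*, *Nt5e* and *Socs1*, fell under the TMM scaling (21 higher and 0 lower under T cell scaling). For the negative immunoregulation list 12 higher and 3 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.0371, or adjusted p = 0.407 with an estimated correlation. Of the 21 negative immunoregulation genes tested 11 are in another list as well. *Arg1*, an arginine-degrading enzyme of alternatively activated macrophages (chromosome 10, 24915221 to 24927484 of GRCm38), had no counts in sham blood and was at least 19090-fold higher, and *Il1rn*, the interleukin-1 receptor antagonist, rose from 0.436 ± 0.617 to 216 ± 58.4 CPM (SD, n = 2; log2 fold change 8.93, SE 1.05, adjusted p = 0.00136 from edgeR's quasi-likelihood test). *Ctla4*, an inhibitory receptor of T cells, fell from 161 ± 44.0 to 4.22 ± 2.58 CPM (log2 fold change -5.25, SE 0.71, adjusted p = 0.00234). *Nt5e*, which encodes the ectonucleotidase CD73, and *Socs1*, a suppressor of cytokine signaling, are named after their values were seen. Of 13 coinhibitory receptor genes 7 fell and 2, *Havcr2* and *Entpd1*, rose (9 higher and 0 lower under T cell scaling), *Havcr2*, the gene of TIM-3, named after its value was seen. For the coinhibitory receptors list 2 higher and 7 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.000679, or adjusted p = 0.225 with an estimated correlation. The coinhibitory receptors count of higher genes was 1 without sham blood 1, 1 without sham blood 2, 1 without brain 1 and 1 without brain 2. *Tigit* fell to 0.505 ± 0.0623 CPM (log2 fold change -6.76, SE 0.45, adjusted p = 0.000232), and *Entpd1*, the ectonucleotidase CD39 of Tregs, microglia and macrophages (chromosome 19, 40612366 to 40741602), rose from 23.1 ± 3.77 to 255 ± 75.1 CPM (log2 fold change 3.46, SE 0.33, adjusted p = 0.000661).

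Of 8 genes of CD4 and regulatory T cells 4 fell and 2, *Foxp3* and *Zbtb7b*, rose (6 higher and 0 lower under T cell scaling), and 0 rose when libraries were scaled by size alone. For the CD4 and regulatory T cell list 2 higher and 4 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.0382, or adjusted p = 0.225 with an estimated correlation. *Foxp3*, the transcription factor of Tregs, measured 5.40 ± 1.15 CPM in sham blood and 17.2 ± 2.23 CPM in brain (log2 fold change 1.67, SE 0.45, adjusted p = 0.0293), a call lost without sham blood 1, sham blood 2, brain 1 or brain 2 and when scaled by library size. *Zbtb7b* is named after its value was seen. For negative immunoregulation the count of higher genes was 5 without sham blood 1, 5 without sham blood 2, 6 without brain 1 and 5 without brain 2, and of lower genes 1 without sham blood 1 and 1 without brain 2; for CD4 and regulatory T cells the count of higher genes was 0 without sham blood 1, 0 without sham blood 2, 0 without brain 1 and 0 without brain 2, and of lower genes 2 without sham blood 2, 2 without brain 1 and 2 without brain 2. Beside these lists *Fcgr2b*, an inhibitory Fc receptor of macrophages and B cells, rose from 32.2 ± 4.04 to 1331 ± 97.7 CPM (log2 fold change 5.37, SE 0.30, adjusted p = 0.000172), and *Mertk*, a receptor for apoptotic cells on macrophages and microglia, had 2 counts in sham blood, a ratio of 2578 (95% counting interval 713 to 21300).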

Large portions of the GO terms belonging to the immunoregulation category were further itemized toward negative immunoregulation and immune cell differentiation/migration/activation (Figure 4C).

The main function of CD8^+^ TRLs is immunoregulation. We therefore evaluated their influence on poststroke immune mobilization. Cerebral mRNA expression of cytokines such as *Il1a*, *Tnfa*, and *Tgfb1* increased 1 day and/or 3 days after tMCAO. CD8^+^ TRL depletion did not change the cytokine profile in brain 1 day after tMCAO, but enhanced mRNA expression of some proinflammatory genes, such as *Il1a*, *Tnf*, *Il6*, and *Ifng* 3 days after tMCAO (Figure 4D). A protein array was also performed on brain extracts 3 days after tMCAO. CD8^+^ TRL–depleted mice displayed increased expression of some proinflammatory cytokines, such as pro-MMP-9, CCL9, and P-selectin (Figure 4E). As determined by FACS, the infiltration by immune cells, such as Gr1^+^ neutrophils, CD11c^+^ DCs, F4/80^+^ macrophages, CD3^+^ T lymphocytes, and CD19^+^ B lymphocytes was not affected 3 days after stroke by CD8^+^ TRL depletion (Figure 4F).

Lymphocyte-deficient *Rag1*-KO mice were then used to confirm whether CD8^+^ TRL–mediated inhibition of Teff cells contributed to neuroprotection. CD3^+^CD122^–^CD25^–^ Teff cells (1 million) were i.v. transferred into *Rag1*-KO mice 2 hours before tMCAO, which was followed by i.v. infusion of PBS or CD8^+^ TRLs (0.5 million) (Figure 4G). The transfer of Teff cells enlarged brain infarct, whereas cotransfer of CD8^+^ TRLs significantly reduced brain infarct 3 days after tMCAO (Figure 4G). These results suggest that CD8^+^ TRLs ameliorate Teff-exacerbated brain injury after stroke. We also found that adoptive transfer of CD8^+^ TRLs reduced infarct volumes in *Rag1*-KO stroke mice without Teff transfer (Figure 4G), indicating additional Teff-independent mechanisms of neuroprotection.

### The LIFR mediates the beneficial effects of CD8^+^ TRLs after stroke.

As CD8^+^ TRLs show immunomodulatory and, potentially, trophic effects, we used quantitative PCR arrays to compare the expression of immune modulators and neurotrophic factors in peripheral blood and brain-infiltrating CD8^+^ TRLs 3 days after tMCAO. We found that *Lifr* and *Tgfa* were significantly increased (FDR < 0.2) in brain-infiltrating CD8^+^ TRLs 3 days after tMCAO compared with peripheral CD8^+^ TRLs in sham mice, raising the possibility that CD8^+^ TRLs exert protection through these factors (Figure 5A). Western blots of ischemic tissue lysates showed increased expression of LIFR 3 and 5 days after tMCAO and increased ETGF, the protein product of *Tgfa*, 3–7 days after tMCAO (Figure 5B and Supplemental Figure 8A). Flow cytometric analysis confirmed that CD8^+^ TRLs exhibited increased expression of LIFR protein after entering the stroke brain (Figure 5C). A dramatic increase in LIF expression was found in the ischemic areas 3 days after tMCAO by immunostaining (Figure 5D) and ELISA (Figure 5E).

It is known that the LIF/LIFR signaling axis is important for the regulation of T cell fate and their response to microenvironmental cues (20). We therefore tested whether ischemia-induced activation of LIFR enhanced the expression of other protective factors by CD8^+^ TRLs. We adopted a Transwell system where FACS-purified CD8^+^ TRLs were cocultured with brain slices from the ipsilateral ischemic hemisphere and contralateral nonischemic hemisphere, respectively. Consistent with the PCR array data, coculture for 24 hours with ischemic brain slices, but not with nonischemic brain slices, significantly elevated mRNA levels of *Lifr*, *Il10*, and *Tgfa* (Figure 6A), confirming that ischemic brain tissue can induce the expression of these factors in CD8^+^ TRLs. Furthermore, blockade of LIF function by LIF-neutralizing antibody (60 ng/mL) in the coculture system abolished the elevation of *Tgfa* and *Il10* in CD8^+^ TRLs in the presence of ischemic brain slices (Figure 6B). Consistent with these observations, LIF treatment (100 ng/mL) increased IL-10 and ETGF (encoded by *Tgfa*) expression in cultured CD8^+^ TRLs (Figure 6, D and E).

To further strengthen our assessment of LIFR in CD8^+^ TRL–mediated protection, spleen-isolated CD8^+^ TRLs were pretreated with LIFR inhibitor (EC395, 100 nM), LIF (100 ng/mL), or control IgG (100 ng/mL) for 1 hour and then transferred to mice 2 hours after tMCAO (Figure 6C). Adoptive transfer of CD8^+^ TRLs reduced infarct volume (Figure 6F) and neurological deficits (Figure 6G) 3 days after tMCAO. The LIF pretreatment enhanced, while the LIFR inhibitor reduced, the protective effects of CD8^+^ TRLs.

### CD8^+^ TRLs ameliorate poststroke inflammation in an IL-10–dependent manner.

RNA-seq analyses of brain-infiltrating CD8^+^ TRLs from stroke mice compared with circulating CD8^+^ TRLs from sham mice highlighted DEGs involved in stroke-induced immunoregulation (Supplemental Figure 5A). 

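Most of the immediate early genes tested were higher in the brain libraries than in sham blood. Cell preparation may differ too, since the paper's flow cytometry methods describe heated tissue dissociation for brain. An effect of preparation on these genes was not tested and cannot be told apart from tissue. Of 22 immediate early genes 17 rose and 1, *Dusp2*, a phosphatase of activated lymphocytes named after its value was seen, fell (22 higher and 0 lower under T cell scaling). For the immediate early genes list 17 higher and 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 6.05e-06, or adjusted p = 0.225 with an estimated correlation. The immediate early genes count of higher genes was 10 without sham blood 1 and 8 without brain 2. The immediate early genes count of lower genes was 0 without sham blood 1, 0 without sham blood 2, 0 without brain 1 and 0 without brain 2. *Fos* rose from 149 ± 51.2 to 2353 ± 1218 CPM (SD, n = 2; log2 fold change 3.98, SE 0.51, adjusted p = 0.00185 from edgeR's quasi-likelihood test), and *Zfp36*, which destabilizes cytokine mRNAs, from 112 ± 28.5 to 2407 ± 1317 CPM (log2 fold change 4.43, SE 0.62, adjusted p = 0.00263). Of 16 NF-kappaB target genes 9 rose and 1, *Traf1*, a signaling adaptor of the TNF receptor family, fell (16 higher and 0 lower under T cell scaling). For the NF-kappaB targets list 10 higher and 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.00506, or adjusted p = 0.357 with an estimated correlation. The NF-kappaB targets count of higher genes was 5 without sham blood 1 and 5 without brain 2. *Nfkbia*, the inhibitor of NF-kappaB, rose from 436 ± 56.9 to 2806 ± 1522 CPM (log2 fold change 2.69, SE 0.43, adjusted p = 0.00428), and *Traf1* fell from 71.2 ± 3.43 to 7.57 ± 0.0253 CPM (log2 fold change -3.23, SE 0.49, adjusted p = 0.00361). Of 24 genes of the type I interferon response 9 rose and 1 fell (24 higher and 0 lower under T cell scaling), and scaling by library size gave 2 higher and 2 lower. For the type I interferon response list 10 higher and 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.159, or adjusted p = 0.366 with an estimated correlation. The type I interferon response count of higher genes was 3 without sham blood 1, 3 without sham blood 2, 3 without brain 1 and 3 without brain 2. The type I interferon response count of lower genes was 2 without tMCAO blood 2. *Oasl2*, an interferon-induced gene that may share reads with *Oasl1*, rose from 4.68 ± 0.0594 to 61.0 ± 17.5 CPM (log2 fold change 3.70, SE 0.43, adjusted p = 0.00125). Beside these groups *Spi1*, the gene of PU.1, rose to 563 ± 38.7 CPM (log2 fold change 4.66, SE 0.36, adjusted p = 0.000334).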

Further pathway analyses revealed activation of the IL-10 signaling pathway in brain-infiltrating CD8^+^ TRLs (Supplemental Figure 5B). Indeed, the percentage of IL-10–producing cells among CD8^+^ TRLs was significantly increased in the ischemic brain compared with blood and spleen 3–5 days after tMCAO (Supplemental Figure 5C). 

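Genes of IL-10 signaling were mostly higher in the brain libraries than in sham blood: of 22 tested, 17 rose and 1, *Jak1*, fell (22 higher and 0 lower under T cell scaling). For the IL-10 signaling list 20 higher and 1 lower passed when adjusted over the list alone, and camera gave adjusted p = 8.95e-07, or adjusted p = 0.254 with an estimated correlation. The IL-10 signaling count of higher genes was 11 without sham blood 1 and 11 without brain 1. Of the 22 IL-10 signaling genes tested 15 are in another list as well. Among them are *Il6*, *Tnf*, *Il1a* and *Il1b* of the inflammatory cytokine list and *Fcgr1* and *Arg1* of the monocyte and macrophage list. The list was written for this re-analysis and was not taken from the paper's pathway analysis. These counts therefore do not measure activity of the pathway. In the same brain libraries the monocyte and macrophage genes summed to 37140 and 29150 CPM and the T cell identity genes to 80.6 and 55.1 CPM. Bulk counts do not tell which cells expressed the IL-10 signaling genes. *Il10* itself (chromosome 1, 131019845 to 131024974 of GRCm38) measured 23.1 ± 5.79 CPM (SD, n = 2) in brain and 2.28 ± 0.459 CPM in sham blood and did not pass (log2 fold change 3.34, SE 1.28, adjusted p = 0.0877 from edgeR's quasi-likelihood test). It passed with DESeq2 on all samples (adjusted p = 0.0313) and on the groups compared (1.01e-11), with limma-voom (0.0286), with edgeR on the groups compared (0.00186), with the FPKM filter, under T cell scaling and without tMCAO blood 1 or 2, and its adjusted p ranged from 1.01e-11 to 0.309 over the alternatives. *Fcgr1*, an Fc receptor of monocytes and macrophages (chromosome 3, 96282909 to 96293969), rose from 2.25 ± 1.46 to 432 ± 26.4 CPM (log2 fold change 7.58, SE 0.58, adjusted p = 0.000565), and *Bcl3*, a regulator of NF-kappaB, from 27.4 ± 4.51 to 130 ± 27.8 CPM (log2 fold change 2.25, SE 0.35, adjusted p = 0.00419), a call lost without sham blood 1. *Jak1*, a kinase of many cytokine receptors, fell from 922 ± 14.8 to 214 ± 6.70 CPM (log2 fold change -2.10, SE 0.34, adjusted p = 0.00448), and *Stat3*, the transcription factor downstream of the IL-10 receptor, measured 213 ± 78.4 CPM in brain and 80.1 ± 5.71 CPM in sham blood and did not pass (log2 fold change 1.41, SE 0.54, adjusted p = 0.0882). *Stat3* passed with DESeq2 on all samples (adjusted p = 0.0392) and on the groups compared (9.65e-05), with edgeR on the groups compared (0.0113), under T cell scaling and without tMCAO blood 1 or 2, and its adjusted p ranged from 1.22e-09 to 0.421 over the alternatives. Of 14 genes of the LIF and gp130 family 6 rose, *Lif*, *Lifr*, *Osm*, *Il6ra*, *Il11ra1* and *Socs3*, and 2 fell, *Il27ra* and *Jak1* (13 higher and 0 lower under T cell scaling). For the LIF and gp130 family list 8 higher and 2 lower passed when adjusted over the list alone, and camera gave adjusted p = 0.353, or adjusted p = 0.706 with an estimated correlation. The LIF and gp130 family count of higher genes was 3 without sham blood 1, 3 without brain 1 and 2 without brain 2. *Osm*, oncostatin M, a cytokine of activated macrophages and neutrophils (chromosome 11, 4236420 to 4241026), rose to 543 ± 56.4 CPM (log2 fold change 5.69, SE 1.04, adjusted p = 0.00720), and *Il27ra*, a cytokine receptor of T cells, fell from 96.7 ± 6.14 to 1.10 ± 0.00576 CPM (log2 fold change -6.45, SE 0.41, adjusted p = 0.000195). *Il11ra1* and *Socs3* are named after their values were seen, and *Lif* and *Il6ra* lost their calls without sham blood 1, sham blood 2, brain 1 or brain 2, *Il6ra* also when scaled by library size. Beside these genes *Lgmn*, a lysosomal protease of macrophages and microglia, rose from 12.3 ± 0.748 to 7468 ± 307 CPM (log2 fold change 9.25, SE 0.52, adjusted p = 0.000172).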

The mean fluorescence intensity (MFI) of IL-10 in CD8^+^ TRLs was approximately 5-fold higher in the ischemic brain compared with CD8^+^ TRLs in the blood and spleen 5 days after tMCAO (Supplemental Figure 5D). Deficiency in IL-10 reduced the neuroprotective effects of adoptively transferred CD8^+^ TRLs in CD8^+^ TRL–depleted mice 3 days after stroke (Supplemental Figure 5, E and F). Moreover, *Il10*-KO CD8^+^ TRL–treated mice exhibited increased brain expression of IL-6, CCL1, and CCL2 after stroke compared with WT CD8^+^ TRL–treated mice (Supplemental Figure 5G). IL-6 is an important inflammation amplifier that enhances the proinflammatory effects of lymphocytes as well as myeloid cells (1). CCL1 and CCL2 serve as early chemoattractants in stroke lesions, encouraging the infiltration by immune cells (1). Upregulation of these important proinflammatory mediators in *Il10*-KO CD8^+^ TRL–treated mice suggests that IL-10 signaling mediates the antiinflammatory properties of CD8^+^ TRLs after ischemic stroke.

### CD8^+^ TRLs provide direct neuronal protection through ETGF.

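*Tgfa*, which encodes a ligand of the EGF receptor (chromosome 6, 86195223 to 86275719 of GRCm38), had 170 and 451 counts in the brain libraries and 1 count in sham blood, a ratio of 1114 (95% counting interval 199 to 44080). It measured 28.5 ± 18.1 CPM (SD, n = 2) in brain (adjusted p = 0.00199 from edgeR's quasi-likelihood test). In the same brain libraries the microglia genes summed to 33970 and 58660 CPM and the T cell identity genes to 80.6 and 55.1 CPM. Bulk counts do not tell which cells held the *Tgfa* transcripts. Of 7 genes of the EGF family 3 rose, *Tgfa*, *Nrg4* and *Adam17*, and 0 fell (7 higher and 0 lower under T cell scaling, and 1 higher when scaled by library size, where *Nrg4* and *Adam17* lost their calls). For the EGF family list 5 higher passed when adjusted over the list alone, and camera gave adjusted p = 0.0474, or adjusted p = 0.227 with an estimated correlation. The EGF family count of higher genes was 1 without sham blood 1, 1 without sham blood 2, 5 without tMCAO blood 1 and 1 without brain 2. Of the 7 EGF family genes tested 4 are in another list as well. *Nrg4*, a neuregulin, rose from 10.2 ± 0.0505 to 24.5 ± 2.60 CPM (log2 fold change 1.27, SE 0.35, adjusted p = 0.0329), a call lost without sham blood 1, sham blood 2, brain 1 or brain 2. *Adam17*, the protease that releases TGF-alpha and TNF from the cell surface, rose from 79.3 ± 2.36 to 213 ± 23.7 CPM (log2 fold change 1.43, SE 0.26, adjusted p = 0.00677), a call lost without sham blood 1, sham blood 2 or brain 2. *Areg*, amphiregulin, measured 3.12 ± 0.373 CPM in brain and 0.128 ± 0.181 CPM in sham blood (log2 fold change 4.53, SE 1.57, adjusted p = 0.0746). Beside these genes *Dab2*, an endocytic adaptor of macrophages, measured 725 ± 211 CPM in brain and had 1 count in sham blood, a ratio of 28320 (95% counting interval 5081 to 1118000).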

Consistent with RNA-seq results, a prominent elevation in ETGF (encoded by *Tgfa*), a member of the EGF family, was detected in brain-infiltrating CD8^+^ TRLs (Figure 7, A–C). ImageStream analyses showed higher expression of ETGF in infiltrating CD3^+^CD8^+^CD122^+^ cells 3 days after stroke (Figure 7A). FACS confirmed that the expression of ETGF was significantly higher in CD8^+^ TRLs infiltrating the ischemic brain compared with those in the blood (Figure 7, B and C). In the Transwell coculture system, the expression of ETGF was increased by 50-fold in CD8^+^ TRLs 24 hours after incubation with ischemic brain slices (Figure 6A), validating that the ischemic brain can induce intense expression of ETGF in CD8^+^ TRLs.

To confirm the direct protective effect of CD8^+^ TRLs on neurons, primary neurons were subjected to 90 minutes of oxygen-glucose deprivation (OGD) and then treated with CD8^+^ TRL–conditioned media (CM) or control media for 24 hours (Figure 7D). Administration of WT CD8^+^ TRL CM significantly preserved the number of post-OGD neurons, whereas *Tgfa*-KO CD8^+^ TRL CM failed to protect neurons against OGD (Figure 7, E and F). As proof of concept, direct ETGF treatment also protected cultured neurons against OGD through ERK1/2- and AKT-dependent signaling mechanisms (Figure 7G, Supplemental Figure 6, A–C, and Supplemental Figure 8B). In follow-up animal work, adoptive transfer of *Tgfa*-KO CD8^+^ TRLs failed to reduce infarcts in CD8^+^ TRL–depleted recipient mice 3 days after stroke (Figure 7H). Moreover, cerebroventricular injections of ETGF 2 hours after stroke significantly reduced infarct volumes in CD8^+^ TRL–depleted mice (Figure 7I). As expected, the number of dead neurons (NeuN^+^TUNEL^+^ cells) and the percentage of dead neurons (percentage of NeuN^+^TUNEL^+^ neurons among all NeuN^+^ cells) in the peri-infarct areas significantly increased in CD8^+^ TRL–depleted mice 3 days after stroke (Figure 7, J and K, and Supplemental Figure 6D). Adoptive transfer of WT CD8^+^ TRLs, but not *Tgfa*-KO CD8^+^ TRLs, reduced the number and percentage of dead neurons after stroke. Taken together, these data suggest that CD8^+^ TRLs provide direct neuronal protection through an ETGF-dependent mechanism.

### Poststroke adoptive transfer of CD8^+^ TRLs protects against acute ischemic brain injury and improves long-term recovery in young and aged mice.

Given the pivotal role of CD8^+^ TRLs in determining stroke outcomes, we next assessed whether exogenous transfer of CD8^+^ TRLs could improve poststroke recovery. CD8^+^ TRLs (CD8^+^CD122^+^CD49d^lo^) were isolated from pooled spleens of healthy young donor mice (Supplemental Figure 7A). The canonical function of isolated CD8^+^ TRLs was confirmed by their suppression of the proliferation of Teff lymphocytes in cultures (Supplemental Figure 7B). tMCAO (60 minutes) was induced in young adult WT C57BL/6J males, and then mice were randomly assigned to receive adoptive transfer (i.v.) of CD8^+^ TRLs or an equal volume of PBS after 2 hours of reperfusion. Using CD45.1 congenic mice, exogenously transferred CD45.1^+^CD8^+^ TRLs (1 million cells/mouse) were detected by flow cytometry in the ipsilateral brain and spleen of stroke recipients 1, 3, and 7 days after tMCAO (Figure 8, A and B). Minimal numbers of CD45.1^+^CD8^+^ TRLs were detected in bone marrow, blood, lung, liver, and kidney (Figure 8, A and B). Adoptive transfer of 1 million CD8^+^ TRLs per mouse significantly reduced infarct volume 3 days after tMCAO (Figure 8C) and reduced the neurological deficit scores 1 and 2 days after tMCAO (Figure 8D) compared with PBS-treated mice. Transfer of CD8^+^ TRLs at 2 million per mouse or 0.5 million per mouse failed to confer statistically significant protection (Figure 8C). CD8^+^ TRL treatment improved sensorimotor functions in the rotarod and adhesive removal tests up to 14 days after tMCAO (Figure 8, E and F). In the Morris water maze, CD8^+^ TRLs improved spatial learning in stroke recipients, as indicated by reduced latency to locate the hidden platform during the probe test (Figure 8, G and H). Spatial memory, as indicated by the time in target quadrant during the cued test (Figure 8I) and swimming speed (not shown) were not affected.

To determine whether the therapeutic potential of CD8^+^ TRLs is relevant to different stroke populations in the clinic, we evaluated the therapeutic effect of CD8^+^ TRLs in aged mice using the model of distal middle cerebral artery occlusion (dMCAO) (Supplemental Figure 7E), which mimics the clinical condition of ischemic stroke patients who are unqualified for recanalization therapy. First, we evaluated the brain infiltration by endogenous CD8^+^ TRLs at 3 and 5 days after stroke in aged (20-month-old) and young adult (12-week-old) mice after dMCAO and tMCAO, respectively. There was significantly less CD8^+^ TRL cell infiltration of the ischemic brain in aged mice at 3 days compared with young mice (Supplemental Figure 7D), while CD8^+^ TRL cell infiltration was comparable at 5 days in aged versus young stroke mice. These results suggest a delayed CD8^+^ TRL infiltration in aged mice with permanent stroke, thus supporting the rationale for early CD8^+^ TRL supplementation in aged stroke victims without reperfusion. Next, we evaluated the effect of CD8^+^ TRL treatment against stroke in aged mice by assessing sensorimotor and cognitive functions up to 35 days after dMCAO. CD8^+^ TRL treatment was delayed until 24 hours after induction of dMCAO to improve the clinical translatability of the regimen. Adoptive transfer of young CD8^+^ TRLs at 1 million per mouse improved sensorimotor functions of aged recipients of both sexes, as assessed by the rotarod (Figure 8J), adhesive removal (Figure 8K and Supplemental Figure 7F), and foot-fault (Figure 8L and Supplemental Figure 7G) tests. Spatial cognitive deficits, as revealed by the Morris water maze (Figure 8, M and N, and Supplemental Figure 7, H and I) test, were also ameliorated by the CD8^+^ TRL treatment in aged male and female mice. The passive avoidance test was performed to assess fear-motivated memory 35 days after dMCAO. CD8^+^ TRL–treated mice exhibited elongated latencies to enter the shock compartment compared with PBS-treated mice (Figure 8O and Supplemental Figure 7J), indicating improved nonspatial cognitive function. CD8^+^ TRL treatment also reduced brain atrophy 35 days after dMCAO in aged mice of both sexes (Figure 8P and Supplemental Figure 7K). In summary, these data demonstrate that adoptive transfer of CD8^+^ TRLs improves long-term histological and functional outcomes after stroke.

So far, we have evaluated the therapeutic effects of CD8^+^ TRLs purified exclusively from young donors. However, T cell functionality could decline with aging (21); thus, we also tested the efficacy of CD8^+^ TRLs from healthy 20-month-old male donor mice. Adoptive transfer of 1 million aged CD8^+^ TRLs per mouse significantly reduced brain infarct volume 3 days after tMCAO in young recipient male mice (Supplemental Figure 7C).

## Discussion

Emerging evidence supports the view that immune cells, such as microglia (22) and neutrophils (23, 24), exert multifaceted effects on stroke outcomes, and that these distinct functional roles are reflected in the dynamic transcriptomic signatures of cellular subpopulations. This principle of division of labor extends across innate and adaptive immune cells and determines their spatial distributions and function across time. In this study, we found that a special CD8^+^ T cell subpopulation, CD8^+^ TRLs, rapidly invades the injured brain and is essential for neuroprotection against acute ischemic brain injury. The favorable effects of the newly described TRLs can be contrasted with the detrimental effects of general CD8^+^ T cells on ischemic brain injury (25).

CD8^+^ TRLs appeared in the brain as early as 1 day after ischemia onset and their numbers remained elevated for at least 2 weeks after stroke. The early infiltration by CD8^+^ TRLs was vital to restrict the expansion of ischemic brain damage, as depletion of CD8^+^ TRLs with anti-CD122 mAb enlarged the ischemic volume and enhanced neurological deficits. It is known that the anti-CD122 mAb depletes both CD8^+^ TRLs and NK cells (19). However, the detrimental effects of anti-CD122 mAb cannot be attributed to NK cells in this study, as depletion of NK cells with anti-NK1.1 did not enlarge the brain infarct as had been observed in anti-CD122–treated stroke mice. Indeed, previous studies using a 90-minute tMCAO model reported that NK cell depletion with anti-NK1.1 is neuroprotective against stroke (26). Moreover, replenishment of the CD8^+^ TRLs reversed the enlargement of infarct by anti-CD122 mAb 3 days after tMCAO, confirming a protective role of CD8^+^ TRLs. It is impressive that the CD8^+^ TRL–mediated neuroprotection started promptly after ischemic onset, much earlier than the protection mediated by CD4^+^ Tregs. This early action agrees with previous findings that CD8^+^ TRLs provide fast non–antigen-specific immunoregulation (13, 27). Accordingly, it has been reported that CD8^+^ TRLs are better equipped to proliferate and perform immunoregulation than their CD4^+^CD25^+^ counterparts while suppressing allograft rejection (14). The temporal distinction between two types of immune cells with similar functions reveals the complexity of poststroke immunoregulation and the necessity of precise cell targeting and proper timing of immunotherapy.

CXCR3 is a chemokine receptor highly expressed by both murine and human CD8^+^ TRLs (28). A significant increase in *Cxcr3* mRNA expression as well as in expression of its ligand CXCL10 is observed in the ischemic brain (29). However, the function of the CXCR3/CXCL10 axis in stroke remains unclear. We show here that CD8^+^ TRLs express significantly higher CXCR3 compared with CD4^+^ Tregs. *Cxcr3* KO in CD8^+^ TRLs or the absence of CXCL10 in the stroke lesions impairs brain infiltration by CD8^+^ TRLs and hinders their neuroprotective properties. These results indicate that the expression of CXCR3 on CD8^+^ TRLs and brain expression of its ligand CXCL10 are critical for quick brain infiltration by CD8^+^ TRLs after stroke.

Various surface or secretory factors expressed by CD8^+^CD122^+^ TRLs are important for their immunomodulatory effects. For example, IL-10 produced by CD8^+^ TRLs suppresses the proliferation and function of Teff cells (30). CD8^+^ TRLs kill activated T cells through Fas/FasL-mediated cytotoxicity to maintain T cell homeostasis (10) and suppress allograft rejection (31). Our transcriptome analysis revealed that brain-infiltrating CD8^+^ TRLs displayed enhanced capacities for immunoregulation and elevated expression of neuroprotective/trophic factors. In particular, we found that IL-10 and ETGF collaborated to exert neuroprotective effects after stroke. While IL-10 plays critical roles in immunoregulation and mitigation of poststroke inflammation, ETGF directly protects ischemic neurons. ETGF is a trophic factor known for promotion of cell proliferation, differentiation, and development (32). The beneficial effects of ETGF in stroke have been reported. Intraventricular injections of ETGF reduced ischemic neuronal death after tMCAO (33). In addition, intranasal delivery of ETGF promoted proliferation of neural progenitors and improved neurological functions in a chronic stroke model (34). Furthermore, we recently reported protective effects of ETGF on oligodendrocyte lineage cells and white matter integrity after ischemic stroke (35). The current study has identified the production of ETGF by infiltrating CD8^+^ TRLs, an effect that is indispensable for their neuroprotective effects against stroke lesions. It is known that IL-10 and ETGF can be released from other types of immune cells or CNS cells such as microglia (36). It is therefore possible that CD8^+^ TRLs may cooperate with other immune cells to achieve neuroprotection. The reduced neuroprotective effects of *Il10*-KO and *Tgfa*-KO CD8^+^ TRLs nonetheless support the essential role of these 2 molecules in the beneficial effects of CD8^+^ TRLs in stroke brains.

A pivotal role of LIF in T cell biology has been reported (20). Specifically, LIF regulates CD4^+^ T cell lineage development by promoting the Treg lineage–specific transcription factor, Foxp3, and simultaneously represses Th17 lineage–specific genes (37). LIF-harboring nanoparticles, which release low levels of LIF into the immediate environment of the CD4^+^ T cell in a paracrine fashion, shift T cell polarity from Th17 cells to Tregs in a nonhuman primate model of immune-mediated rejection (37). The influence of LIF on CD8^+^ T cells is unknown. Our findings suggest that LIF/LIFR interactions mediate beneficial effects of CD8^+^ TRLs early after stroke. LIFR engagement promotes production of the immunomodulatory cytokine IL-10 and trophic factor ETGF, thereby driving the reprogramming of CD8^+^ TRLs toward a protective phenotype.

We found that the number of circulating and splenic CD8^+^CD122^+^ T cells decreased sharply 1 day after stroke onset, with gradual recovery over the following days, suggesting recruitment of peripheral CD8^+^CD122^+^ T cells toward the injured brain and later replenishment of peripheral pools. Whether these CD8^+^CD122^+^ T cells arise naturally after peripheral depletion or are induced in response to certain environmental cues remains to be elucidated. The mechanisms underlying the rapid activation of CD8^+^ TRLs are also incompletely understood. In the context of infection, some memory T lymphocytes can be activated in an inflammation-dependent but antigen-independent manner (13). Such bystander-activated memory CD8^+^ T cells quickly acquire a Teff cell phenotype. Some CD8^+^CD122^+^ T cells possess properties akin to memory T cells and rapidly exert regulatory functions without antigen-specific clonal expansion (13, 27). However, other studies have documented skewed T cell receptor use by CD8^+^CD122^+^ T cells (38), suggesting their constant generation after antigen recognition in the periphery. It is therefore possible that multiple mechanisms are involved in the activation of CD8^+^ TRLs in response to different stimulators or at different stages of stroke. Indeed, there is a second drop in numbers of CD8^+^CD122^+^ T cells in the blood and spleen at approximately 1 week after stroke, along with persistent elevation of numbers of brain-infiltrating CD8^+^CD122^+^ T cells, suggesting a delayed, antigen-specific function of this population in stroke recovery, but this awaits further study.

Our study is the first to our knowledge to demonstrate the function of CD8^+^ TRLs in mouse stroke models. Human CD8^+^CXCR3(CD183)^+^ T cells are believed to exert the same functions as murine CD8^+^CD122^+^ Tregs (28). A recent clinical study in 210 stroke patients and 87 healthy controls provides evidence that circulating CD8^+^CXCR3(CD183)^+^CD62L^+^ T cells may be linked to initial stroke severity (39). The authors reported that worse stroke severity at the acute stage could result in higher CD8^+^CXCR3(CD183)^+^CD62L^+^ T cell levels. Large-scale clinical studies are warranted to further elucidate the clinical significance of this cell population in stroke.

In sum, our results suggest that the early infiltration of CD8^+^ TRLs naturally limits infarct expansion in the ischemic brain and that adoptive transfer of CD8^+^ TRLs offers a potentially novel immunotherapy for stroke. This study sheds further light on mechanisms underlying the reduction of acute ischemic brain injury by CD8^+^ TRLs and the resulting functional recovery, thereby improving our mechanistic understanding of immunomodulation of stroke outcomes and accelerating breakthroughs against an intractable brain disorder that has defied effective treatment.

## Methods

### Data and code availability

Raw fastq files for each animal/sample are in the NCBI Gene Expression Omnibus database (GEO GSE201054). This study did not generate any unique code. All software and algorithms used in this study are publicly available and listed in the Methods.

### Experimental animals

C57BL/6J WT, *Rag1*-KO, *Cxcr3*-KO, *Cxcl10*-KO, *Tgfa*-KO, and *Il10*-KO mice were purchased form The Jackson Laboratory. Mice were housed in a temperature- and humidity-controlled and specific pathogen–free animal facility with a 12-hour light-dark cycle at the University of Pittsburgh. Food and water were available ad libitum. As detailed below, we followed STAIR guidelines in the design of animal experiments, including testing aged mice of both sexes, use of 2 different stroke models, evaluation of long-term functional stroke outcomes, monitoring of regional CBF, etc. Mice were randomly assigned to experimental groups and received randomized treatments using a lottery-drawing box. All efforts were made to minimize animal suffering and the number of animals used. All surgeries, treatments, and data analyses were performed by investigators blinded to animal genotypes and experimental grouping wherever feasible.

### Murine models of transient and distal cerebral ischemia

Transient cerebral ischemia was induced in 9- to 12-week-old males by intraluminal MCAO for 60 minutes, as described previously (5). Sham-operated animals underwent the same anesthesia and exposure of arteries without MCAO. Briefly, mice were anesthetized with 1.5% to 3% isoflurane in a O_2_/N_2_O mixture. An 8-0 monofilament with a silicone-coated tip was introduced into the common carotid artery, advanced to the origin of the MCA, and left in place to limit MCA blood flow for 60 minutes. dMCAO was induced in 20-month-old male or female mice as described previously (40). As stated above, our experimental procedures were performed following criteria derived from STAIR group guidelines (41) for preclinical evaluation of stroke therapeutics. Rectal temperature was monitored at 37.0°C ± 0.5°C during surgery. Regional CBF was measured in all stroke animals using laser Doppler flowmetry or a 2-dimensional laser speckle imaging system. Animals that died or did not display at least 70% reduction in regional CBF of pre-ischemia levels using laser Doppler flowmetry were excluded a priori from further experimentation. All mortality and exclusion rates are in Supplemental Table 4. Surgeries and quantification were performed by investigators blinded to animal genotypes and experimental grouping.

### Cell depletion

Anti-CD122 (clone TM-b1, 16-1222-82, eBioscience), anti-CD25 (clone PC61.5, 16-0251-38, eBioscience), or anti-NK1.1 (clone PK136, 16-5941-82, eBioscience) was administered (100 μg per mouse, i.v.) 48 hours before tMCAO to deplete CD8^+^ TLRs, CD4^+^ Tregs, or NK cells, respectively.

### TRL isolation and adoptive transfer

Splenic, inguinal, and axillary lymph nodes were harvested from uninjured mice (8–10 weeks old) and pooled together to prepare single-cell suspensions as we described previously (3). CD3^+^CD8^+^CD122^+^CD49d^lo^ TRLs were sorted using a FACSAria sorter (BD Biosciences). For in vivo studies, 1 × 10^6^ freshly isolated CD8^+^ TRLs were transferred i.v. to recipient mice 2 hours after tMCAO or 24 hours after dMCAO through the lateral tail vein or retro-orbital venous sinus. Control mice received an equivalent volume of PBS.

### Primary cortical neuronal culture and induction of in vitro ischemia

Primary cortical neuronal cultures were prepared from C57BL/6J mouse E17 embryos as previously described (36). OGD (90 minutes) was conducted at 10 days in vitro as we described previously (36).

### In vitro TRL cultures and cocultures

Sorted TRLs were cultured in 48-well plates (0.2 million/well) coated with anti-CD3 (4 μg/mL) and anti-CD28 (5 μg/mL) in T cell culture media (RPMI1640 containing 2 mM L-glutamine, 10% FBS, 1% penicillin/streptomycin, 1 mM sodium pyruvate, and 55 μM β-mercaptoethanol) for 24 hours. CM were then collected and added to post-OGD neurons for 1 day. For brain slice–TRL cocultures, coronal brain slices (300 μm thick, ~1.10 mm anterior to bregma to ~2.06 mm posterior to bregma) were collected from ischemic mouse brains 1 day after tMCAO. Isolated TRLs in the lower chamber were incubated with brain slices in a Transwell insert in T cell culture media in the presence of soluble anti-CD3 and anti-CD28 for 1 day and then collected for further experiments. For LIFR blocking in the coculture, LIF-neutralizing antibody (AF449, R&D Systems) was added at 60 ng/mL. In some experiments, sorted CD8^+^ TRLs were treated with LIF (554004, BioLegend; 100 ng/mL, 1 hour) or LIFR inhibitor (EC359, MedChemExpress; 100 nM, 1 hour) at 37°C.

### Behavioral tests

Behavioral tests were performed by an individual blinded to experimental groups, as we described previously (5).

Neurological deficits were assessed using a 5-point-scale neurological scoring system for mice (0, no observable deficit; 1, torso flexion to right; 2, spontaneous circling to right; 3, leaning/falling to right; 4, no spontaneous movement; 5, death).

#### Rotarod and adhesive removal tests.

The latency to fall or spin around on the rungs was recorded. The adhesive removal test was performed to assess tactile responses and sensorimotor asymmetries. Tactile responses were measured by recording the time to remove the adhesive tape, with a maximum observation period of 120 seconds.

#### Foot-fault test.

Each mouse was placed on a stainless steel grid floor (20 cm × 40 cm with a mesh size of 4 cm^2^) elevated 1 m above the floor and videotaped. The number of errors (when the animals misplaced a forelimb such that it fell through the grid) was recorded for a 1-minute-long observation period.

#### Garcia score.

The modified Garcia score system was established to access sensorimotor function. An observer blinded to the experimental group evaluated the performance of each mouse after surgery. The score consists of 6 tests: spontaneous activity, body proprioception, vibrissae touch, limb symmetry, climbing, and forelimb walking with scores of 0–3 for each test (maximum score of 18).

Cognitive function was analyzed using the Morris water maze test, as described previously (42). In the learning test, 3 trials were performed on each day. The time spent to reach the platform was recorded to reflect spatial learning capability. In the memory test, the platform was removed and a single 60-second probe trial was conducted. Time spent in the goal quadrant (where the platform was previously located) was recorded to reflect spatial memory.

#### Passive avoidance test.

A chamber was divided into a light room and a dark room, with a gate between the two. Stainless steel grids were placed on the floor of the dark room to produce a mild foot shock. In the training phase, the gate was opened. The mouse was placed in the light room and allowed to enter the dark room. Once the mouse was entirely in the dark room, the gate was closed, and an electric shock (0.25 mA, 2 seconds) was delivered to the paws. The latency until the animal escaped from the dark room was recorded. One day after training, foot shock retention tests were performed to evaluate fear memory. Each mouse was placed in the light room with the gate opened, and the latency until entry into the dark room from the light room was recorded (up to 300 seconds). No electrical stimulation was applied in the test period.

### Measurement of tissue loss

Coronal brain sections (25 μm) were sliced on a freezing microtome and 6 equally spaced coronal brain sections encompassing the MCA territory (~1.10 mm anterior to bregma to ~2.06 mm posterior to bregma) were stained with an anti-MAP2 mAb (MAB3418, Millipore; 1:500). In some experiments, brain infarct was assessed immediately after sacrifice with 2% 2,3,5-triphenyltetrazolium chloride (TTC) (T8877, Sigma-Aldrich) dissolved in sterile saline. Area of tissue loss was calculated as the area of the contralateral hemisphere minus the noninfarcted area of the ipsilateral hemisphere. Brain infarct volume or volume of tissue loss was determined by multiplying the area of tissue loss by the distances between selected brain sections.

### Immunohistochemistry and image analysis

Coronal brain sections were subjected to immunofluorescence staining as we described previously (40). The following primary antibodies were used: mouse anti-NeuN (MAB377, MilliporeSigma; 1:500); goat polyclonal anti-Iba1 (Ab5076, Abcam; 1:500); rat polyclonal anti-CD31 (550274, BD Bioscience; 1:500); rabbit polyclonal anti-CXCL9 (701117, Thermo Fisher Scientific; 1:200); goat polyclonal anti-CXCL10 (Alexa Fluor 466, R&D Systems; 1:200); goat polyclonal anti-CXCL11 (Alexa Fluor 572, R&D Systems; 1:200); goat polyclonal anti-LIF (AB449-NA, R&D Systems; 1:500); and rabbit polyclonal anti-GFAP (Z0334, Dako; 1:500). For neuronal apoptosis analysis, TUNEL staining was performed after NeuN labeling according to instructions from the manufacturer (In Situ Cell Death Detection Fluorescein, 11684795910, Roche Diagnostics). All secondary antibodies (Jackson ImmunoResearch Laboratories) were diluted at 1:1000. Confocal microscopy (FluoView FV1000, Olympus) was used to capture images.

Image analysis was performed on 1 or 2 randomly selected microscopic fields in the peri-infarct areas of each section, and 2 sections covering the infarct area were assessed for each mouse brain. The images were loaded into Image J (NIH) and manually quantified by an independent observer blinded to grouping. Positively stained cells were electronically labeled with the software to avoid duplicate counting. Data are expressed as mean numbers of cells per square millimeter in the peri-infarct area. The infarct area was identified as the region in which the majority of DAPI-stained nuclei were shrunken and by the loss of NeuN or MAP2 staining. The peri-infarct area was defined as the tissue that covers a radial distance of 200 to 300 μm from the border of the infarct.

### Flow cytometry

Animals were euthanized and perfused with cold saline. Brains were dissected and the ipsilateral (left) and contralateral (right) hemispheres were collected. Brain homogenates were prepared with the Neural Tissue Dissociation Kit (T) (Miltenyi Biotec) using a gentleMACS dissociator with heaters (Miltenyi Biotec) following the manufacturer’s instructions, as we described previously (5). Spleen and blood cells were prepared as described previously (3). Fluorochrome compensation was performed with single-stained UltraComp eBeads (01-1111-41, Thermo Fisher Scientific). Flow cytometric analyses were performed on the LSRII flow cytometer (BD Biosciences). Data analyses were performed using FlowJo software. Antibodies used for flow cytometry are listed in the Supplemental Materials.

### ImageStream

Single-cell suspensions from brains or PBMCs were stained with an antibody cocktail. The following antibodies were used: anti-CD3–FITC (11-0031, Thermo Fisher Scientific; 1:400), anti-CD8–eFluor 450 (48-0081, Thermo Fisher Scientific; 1:400), anti-CD122–PECy7 (25-1222, Thermo Fisher Scientific; 1:400), anti-CXCR3–BV510 (745033, BD Biosciences; 1:200), and rabbit anti–mouse ETGF (ab9585, Abcam; 1:400) subsequently bound with anti-rabbit–Alexa Fluor 488. Fluorochrome compensation was performed with single-stained OneComp eBeads (01-1111-41, Thermo Fisher Scientific). ImageStream analysis was performed using an Amnis Imaging Flow Cytometer (MilliporeSigma). Data analysis was performed using IDEAS software (MilliporeSigma).

### MRI scanning and analyses

T2-weighted images were acquired and quantified by a blinded observer, as we described previously (5). Mice were anesthetized through a nose cone with 1%–2% isoflurane delivered in air/O_2_ (2:1). MRI was performed on a 9.4 T/30-cm AVIII HD spectrometer (Bruker Biospin) equipped with a 12 cm high-performance gradient set, using an 86 mm quadrature RF transmit volume coil, a 2-channel receive surface RF coil, and Paravision 6.0.1. A T2-weighted RARE sequence was used, with the following parameters: repetition time (TR)/echo time (TE) = 4000/40 ms, field of view (FOV) = 20 × 20 mm, acquisition matrix = 256 × 256, 21 slices with a slice thickness of 0.5 mm, 4 averages, and a RARE factor = 8. The infarct volume was determined by manual segmentation using DSI Studio software (http://dsi-studio.labsolver.org/). Brain edema and infarct were measured from MRI coronal slices. Brain infarct was identified by means of high signal on the T2 images. Percentage brain edema was calculated based on the following equation: ([ipsilateral hemisphere volume – contralateral hemisphere volume]/[contralateral hemisphere volume]) × 100.

### Real-time PCR

Total RNA was isolated from brains (ischemic hemisphere or sham brain) with the RNeasy Lipid Tissue Mini kit (74804, QIAGEN). Total RNA of sorted CD8^+^ TRLs was isolated using the RNeasy Mini Kit (74106, QIAGEN) according to the manufacturer’s instructions. RNA (1 μg) was used to synthesize the first strand of cDNA using the Superscript First-Strand Synthesis System for RT-PCR (11752, Invitrogen) according to the manufacturer’s protocols. The program for reverse transcription was 25°C for 10 minutes, 50°C for 30 minutes, 85°C for 5 minutes, and 4°C maintain. PCR was performed on the Opticon 2 Real-Time PCR Detection System (Bio-Rad) using corresponding primers (Supplemental Table 5) and SYBR Green PCR Master Mix (330503, QIAGEN). The program for real-time PCR was 95°C for 15 minutes, (94°C for 20 seconds, 59°C for 30 seconds, 72°C for 30 seconds) for 40 cycles, melting curve from 50°C to 92°C, read every 0.2°C, hold 2 seconds, incubate at 8°C. The cycle time values of each target were normalized to that of *Gapdh* in the same sample as an internal control. The expression levels of the mRNAs are reported as fold change versus sham brain, WT CD8^+^ TRLs, or vehicle-treated CD8^+^ TRLs.

### RNA-seq

RNA extraction, library preparation, and sequencing were performed at the Health Sciences Sequencing Core at UPMC Children’s Hospital of Pittsburgh, as previously described (43). CD8^+^CD122^+^CD49d^lo^ TRLs (500–1000 cells/sample) were isolated by FACS into a plate with lysis buffer. cDNA was generated from cell lysates using the SMART-Seq Ultralow Input RNA Kit (Takara Bio), according to the manufacturer’s instructions. The cDNA product was checked by an Agilent Fragment Analyzer system for quality control. The sequencing library was constructed by following the Illumina Nextera XT Sample Preparation Guide. One nanogram of input cDNA was tagged and fragmented (“tagmented”) and amplified using the Illumina Nextrera XT kit (15031942). Sequence libraries of each sample were finally equimolarly pooled and sequenced on an Illumina Nextseq 500 system, using a paired-end 75-bp strategy. All RNA-seq data are deposited in the NCBI GEO database.

### RNA-seq data analysis

RNA-seq data were analyzed as described previously (43). Preprocessing of the RNA-seq data was completed using the Tophat-cufflinks workflow (http://cole-trapnell-lab.github.io/cufflinks/). Fastq files were quality controlled using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). All samples passed quality control criteria. After cleaning up adapter contamination and low-quality regions, reads were mapped to the GRCm38 (mm10) mouse genome using Tophat (https://ccb.jhu.edu/software/tophat/index.shtml). We then applied Cufflinks9 (2.2.1) (http://cole-trapnell-lab.github.io/cufflinks/) to estimate gene and isoform abundance. Genes were identified by Ensembl ID (https://www.ensembl.org). Read counts and fragments per kilobase of transcript per million mapped reads (FPKM) was calculated using R/Bioconductor.

### Differential expression analysis

The R package DESeq2 (v1.30.1) (http://bioconductor.org/packages/ DESeq2) was used for normalizing the counts and performing differential expression analysis between 2 conditions. The resulting *P* values were adjusted using the Benjamini and Hochberg approach for controlling the FDR. Heatmaps were generated using the R package pheatmap (v1.0.12) (https://rdrr.io/cran/pheatmap/). Volcano plots were generated using the R package ggplot2 (v3.3.3) (https://rdrr.io/cran/cmocean/man/ggplot2.html).

### GO enrichment

Functional enrichment analysis was performed using the online tool Metascape (https://metascape.org/gp/index.html) (44). Significantly overrepresented GO terms with a minimum count of 3, and an enrichment factor (the ratio between the observed counts and the counts expected by chance) larger than 1.5 were downloaded from the Metascape. R package GOplot (https://wencke.github.io/) was used to calculate *z* score. A term was considered significantly enriched with a Benjamin-Hochberg–adjusted *P* value of less than 0.05 and |*z* score| of greater than 2. Bubble plots were generated using the R package GOplot.

### Ingenuity Pathway Analysis

DEGs identified by DEseq2 were submitted to Ingenuity Pathway Analysis for functional analysis using the Ingenuity Knowledge Base (Qiagen Bioinformatics). The fold change and adjusted *P* value for each gene were used to perform the core analysis. Pathways were considered significantly enriched with an adjusted *P* value of overlap less than 0.01 and an activation *z* score greater than 2 (predicted to be activated) or less than –2 (predicted to be inhibited).

### Statistics

Sample sizes for animal studies were determined by power analyses, allowing us to detect differences with 80% power at the expected effect sizes and with the expected variance observed in that assay. The expected effect sizes in our work range from 0.6 to 3 — depending on the dependent variable of interest. The power analyses were initially based on pilot studies and an extensive body of literature in preclinical stroke. The type I error rate was limited using an α level of 5%, with Bonferroni’s adjustment for pairwise comparisons. Results are presented as mean ± standard deviation (SD). GraphPad Prism software (v9.0.0) was used for statistical analyses. The 2-tailed Student’s *t* test (equal variances) or Welch’s *t* test (unequal variances) was used for comparison of 2 groups for continuous variables with normal distributions. The Mann-Whitney *U* rank-sum test was used for variables with non-normal distributions. The differences among multiple groups were analyzed using 1-way or 2-way analysis of variance (ANOVA) or the nonparametric Kruskal-Wallis test. Differences in means across groups with repeated measurements over time were analyzed using repeated measures ANOVA. When the ANOVA showed significant differences, pairwise comparisons between means were tested by post hoc Bonferroni (comparisons between all conditions), Dunnett (all conditions compared with a control group), or Dunn’s (following Kruskal-Wallis) tests. In all analyses, a *P* value of less than 0.05 was considered statistically significant. Details of all statistical analyses are in Supplemental Table 6.

### Study approval

All animal procedures were approved by the University of Pittsburgh Institutional Animal Care and Use Committee and performed in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). All animal data are reported in accordance with the Animal Research: Reporting In Vivo Experiments (ARRIVE) 2.0 guidelines (45).

## Author contributions

WC, LS, JZ, CD, QY, JL, CJ, TY, WZ, HP, FY, SH, and ZS performed in vivo experiments and data analyses. FX, XD, and TY performed cell culture experiments and data analysis. WC, LS, and ZS performed bulk RNA-seq and data analysis. TKH performed the MRI and contributed to editing of the manuscript. LS and FX analyzed the MRI data. WC, LS, FY, and XH wrote the manuscript. YS, AWT, RKL, and JC provided scientific feedback and revised the manuscript. JC and XH conceptualized, designed, and supervised the study.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

## Figures and Tables

**Figure 1:**
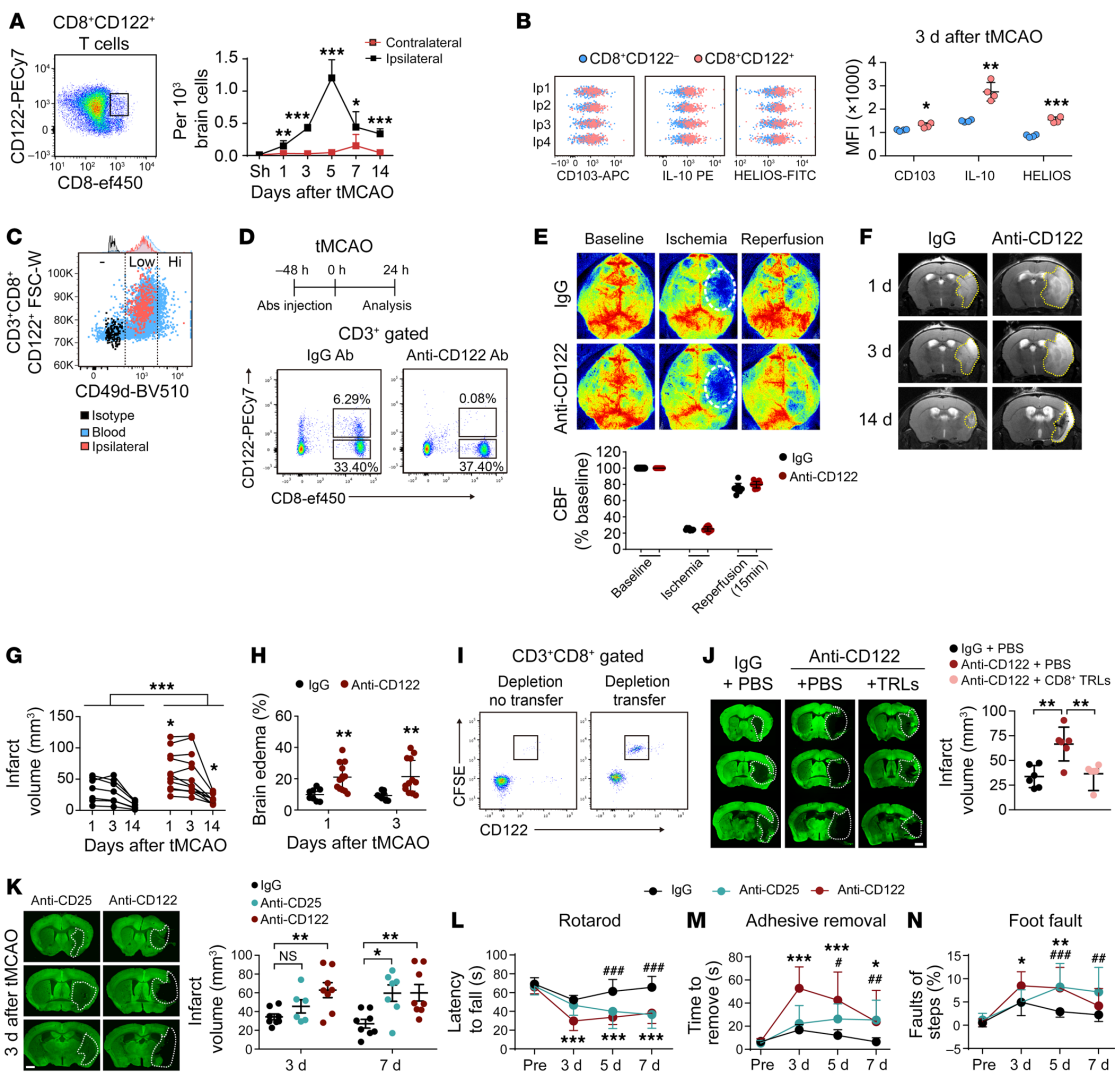
Early infiltration of CD8^+^ TRLs provides protection against cerebral ischemia. (**A**) CD8^+^CD122^+^ T cell infiltration in the ipsilateral and contralateral brains at indicated time points after 60-minute tMCAO. *n =* 4–7/group. Two-tailed Student’s *t* test. (**B**) Expression of CD103, IL-10, and HELIOS in brain-infiltrating CD8^+^CD122^+^ T cells and CD8^+^CD122^–^ T cells 3 days after tMCAO. *n =* 4/group. Two-tailed Student’s *t* test. (**C**) Most of the infiltrating CD8^+^CD122^+^ T cells are CD49d^lo^ TRLs. (**D**–**H**) Mice were treated with isotype IgG (100 μg) or anti-CD122 mAb (100 μg) 2 days prior to 60-minute tMCAO. *n =* 8–12/group. (**D**) Anti-CD122 mAb treatment depleted CD8^+^CD122^+^ T cells in blood 1 day after stroke. (**E**) Quantitative measurements of cortical CBF before MCAO (baseline), during MCAO, and 15 minutes after reperfusion. (**F**) Representative images of T2 MRI scans 1, 3, and 14 days after tMCAO. The yellow dotted lines depict the infarct areas. Quantification of brain infarcts (**G**) and brain edema (**H**). In **G**, black symbols indicate IgG treatment, red symbols indicate anti-CD122 treatment, and *P* = 0.06 for anti-CD122 versus IgG at 3 days after tMCAO. Two-way (**E** and **H**) or mixed-effects (**G**) repeated measures ANOVA and post hoc Bonferroni’s test. (**I**) FACS-isolated CD8^+^ TRLs were labeled with CFSE and adoptively transferred (1 million cells, i.v.) to recipient mice 48 hours after anti-CD122 mAb injection. CD8^+^CD122^+^CFSE^+^ cells were detected in blood 24 hours after cell transfer. (**J**) Adoptive transfer of CD8^+^ TRLs 2 hours after tMCAO reversed the detrimental effects of anti-CD122 mAb on brain infarction 3 days after tMCAO as shown by MAP2 staining. *n =* 6/group. One-way ANOVA and post hoc Dunnett’s test. Scale bar: 1 mm. (**K**) Quantification of infarct volumes 3 and 7 days after tMCAO in mice treated with IgG, anti-CD122 mAb, or anti-CD25 mAb (100 μg). *n =* 7–8/group. One-way ANOVA and post hoc Dunnett’s test. (**L**–**N**) Sensorimotor function was analyzed with the rotarod test (**L**), adhesive removal test (**M**), and foot-fault test (**N**). *n =* 8–10/group. Two-way repeated measures ANOVA and post hoc Dunnett’s test. *P < 0.05, **P < 0.01, ***P < 0.001 for anti-CD122 vs. IgG. ^#^*P <* 0.05, ^##^*P <* 0.01, ^###^*P <* 0.001 for anti-CD25 vs. IgG.

**Figure 2:**
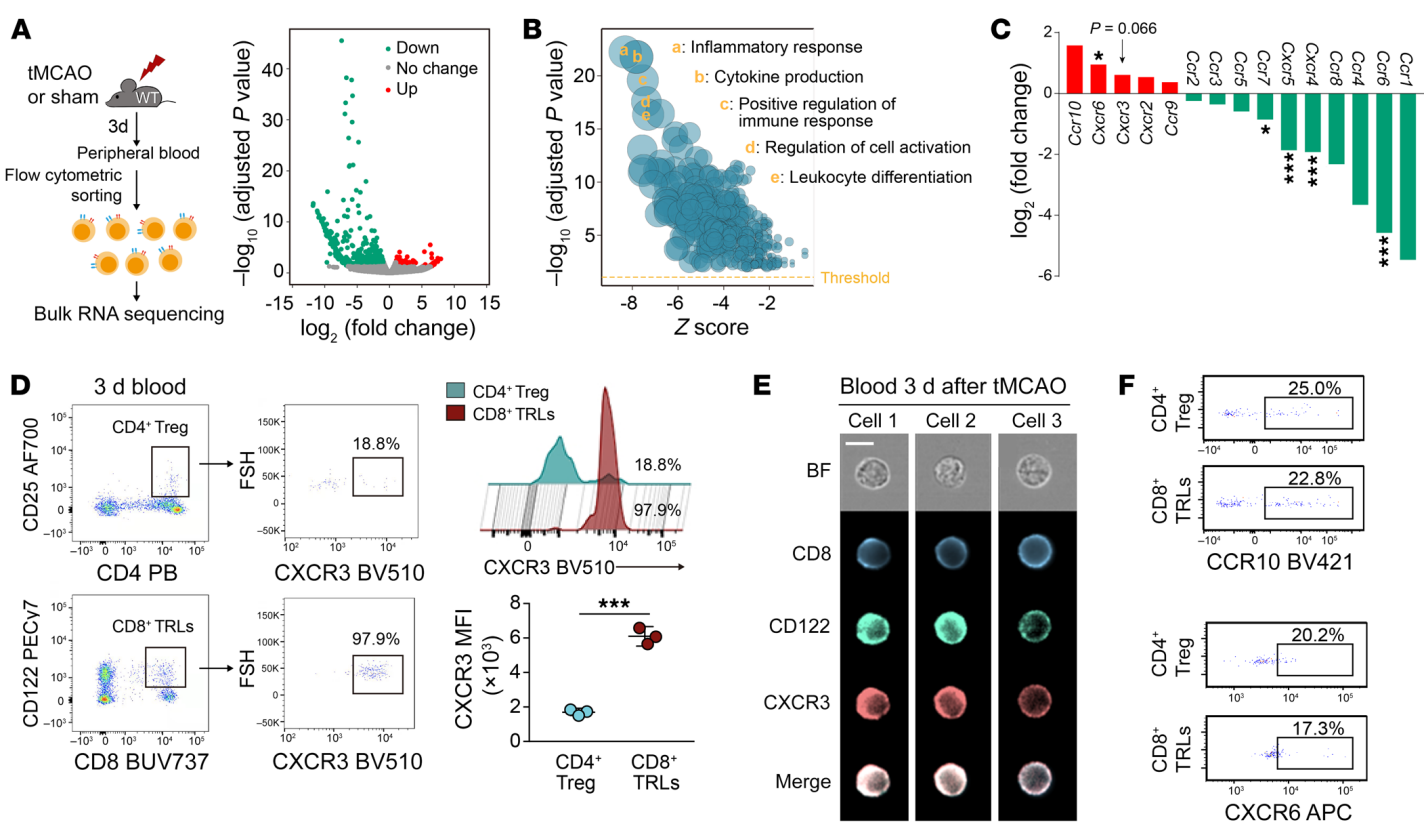
CXCR3 is upregulated in circulating CD8^+^ TRLs after stroke. (**A**) CD8^+^ TRLs were sorted from mouse blood 3 days after tMCAO or sham operation for RNA-seq analysis. Red and green dots in the volcano plot represent transcripts expressed at higher or lower levels in stroke blood versus sham blood CD8^+^ TRLs, respectively (adjusted *P <* 0.05, |fold change| > 2). (**B**) Gene Ontology analysis of the differentially expressed genes (DEGs). (**C**) The expression of several chemokine receptors on CD8^+^ TRLs from stroke blood compared to sham blood. (**D**) Flow cytometric analysis of CXCR3^+^ cells among CD8^+^ TRLs and CD4^+^ Tregs in the blood 3 days after tMCAO. The mean fluorescence intensity (MFI) of CXCR3 among CD8^+^ TRLs and CD4^+^ Tregs in the ischemic brain was quantified. *n =* 3/group. Two-tailed Student’s *t* test. (**E**) Representative ImageStream images show expression of CXCR3, CD8, and CD122 in 3 blood cells collected 3 days after tMCAO. Scale bar: 10 μm. (**F**) Flow cytometric analysis of CCR10 and CXCR6 in CD8^+^ TRLs and CD4^+^ Tregs in blood 3 days after tMCAO. The plots represent 2 independent experiments. *P < 0.05; ***P < 0.001.

**Figure 3:**
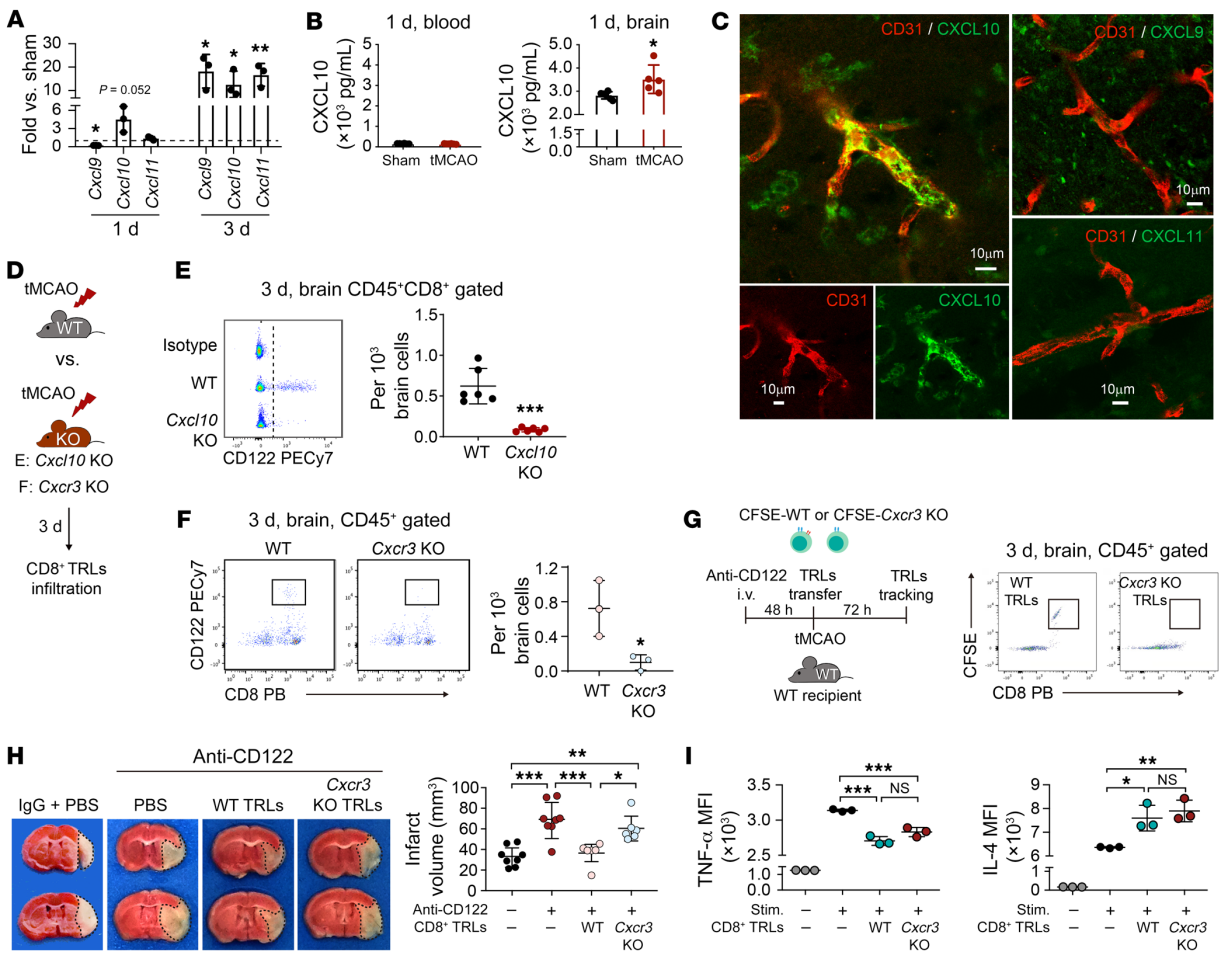
CXCR3/CXCL10-mediated brain infiltration is important for the neuroprotective effect of CD8^+^ TRLs. (**A**) RT-qPCR of CXCR3 ligand (*Cxcl9*, *Cxcl10*, and *Cxcl11*) expression in brain 1 and 3 days after tMCAO versus sham. *n =* 3/group. Two-tailed Student’s *t* test. (**B**) Expression of CXCL10 was assessed in the blood (left) and in the ischemic brain (right) by ELISA 1 day after tMCAO. *n =* 5–6/group. Two-tailed Student’s *t* test. (**C**) Expression of CXCL10, CXCL11, and CXCL9 was assessed in the CD31^+^ endothelium of the ischemic brain 3 days after stroke. Scale bars: 10 μm. (**D**–**F**) Sixty-minute tMCAO was induced in WT, *Cxcl10*-KO, or *Cxcr3*-KO mice (**D**). Brain infiltration by CD8^+^CD122^+^ TRLs was detected by flow cytometry in *Cxcl10*-KO (**E**, *n =* 6) or *Cxcr3*-KO (**F**, *n =* 3) mice 1 day after stroke. PB=pacific blue. Two-tailed Student’s *t* test. (**G** and **H**) CD8^+^ TRLs were sorted from the spleen of WT or *Cxcr3*^–/–^ mice and labeled with CFSE (1 μM). Labeled cells were injected (1 × 10^6^/mouse, i.v.) into anti-CD122 mAb–pretreated mice at 2 hours after 60-minute tMCAO. (**G**) Flow cytometry showed reduced brain infiltration by *Cxcr3*^–/–^ CFSE^+^CD8^+^ TRLs 3 days after stroke. The plots are representative of 3 animals in each group. (**H**) Infarct volumes 3 days after tMCAO. *n =* 6–8/group. One-way ANOVA and post hoc Bonferroni’s test. (**I**) The immunomodulatory effect of *Cxcr3*^–/–^ CD8^+^ TRLs was intact compared with WT CD8^+^ TRLs. CD3^+^CD25^–^CD122^–^ Teffs were sorted from the spleen of healthy donor mice and cocultured in vitro with CFSE-labeled *Cxcr3*^–/–^ or WT CD8^+^ TRLs. Cells were stimulated with PMA (80 nM) and ionomycin (1 μM) for 5 hours. The production of TNF-α and IL-4 in CFSE^–^CD3^+^ Teff cells was detected by flow cytometry. *n =* 3/group. One-way ANOVA and post hoc Bonferroni’s test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
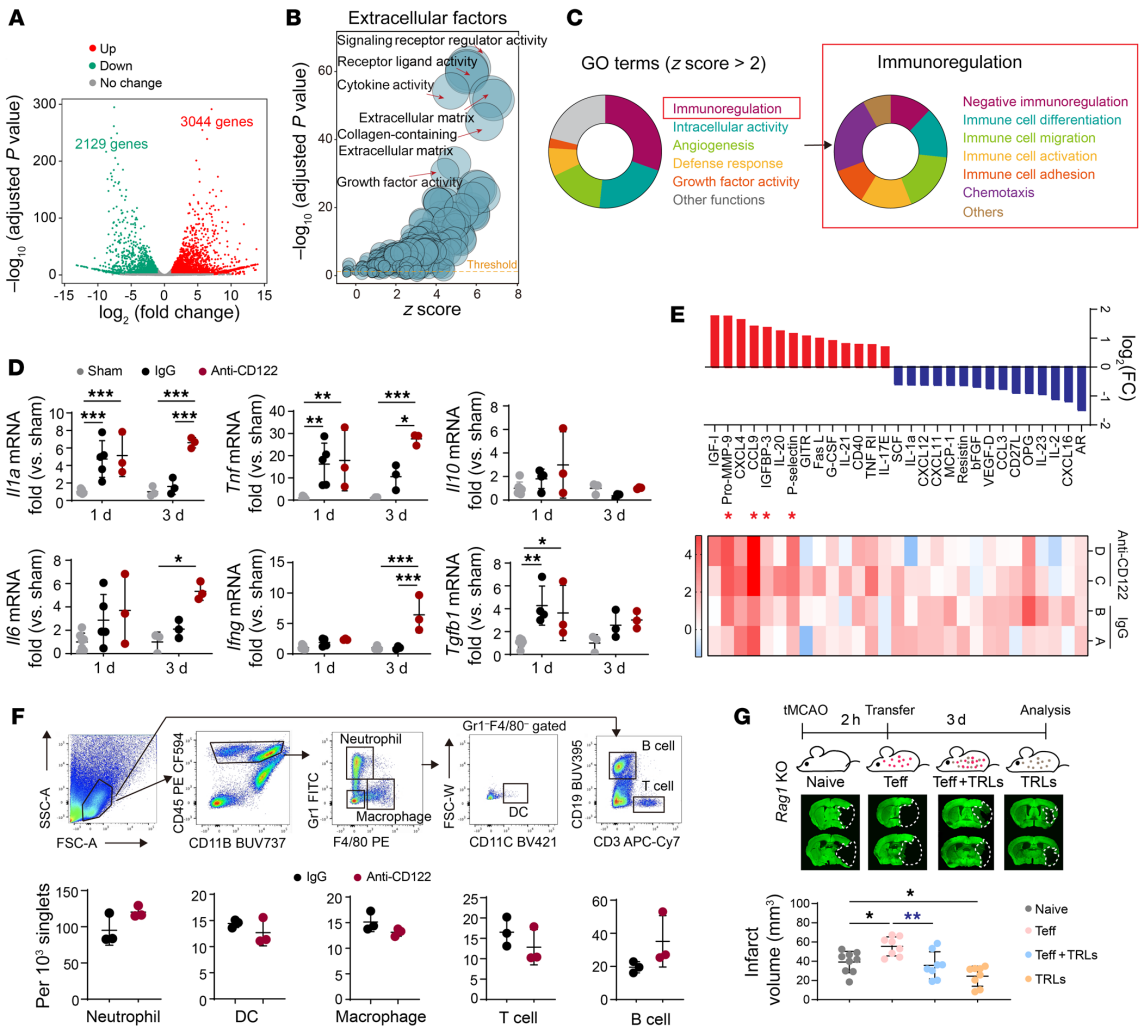
CD8^+^ TRLs confer neuroprotection after tMCAO through a combination of antiinflammatory and inflammation-independent mechanisms. (**A**–**C**) Single-cell suspensions were prepared from mouse blood and brain 3 days after sham or tMCAO. Sorted CD8^+^ TRLs were analyzed by RNA-seq. *n =* 2 in each group. (**A**) Volcano plot showing differentially expressed genes (DEGs) between brain-infiltrating TRLs and blood TRLs (adjusted *P <* 0.05, |fold change| > 2). (**B**) Gene Ontology (GO) analyses of DEGs encoding extracellular factors. (**C**) GO analyses showing the immunoregulatory function of brain-infiltrating CD8^+^ TRLs. (**D**–**F**) Mice were treated with isotype IgG (100 μg) or anti-CD122 mAb (100 μg) 2 days prior to 60-minute tMCAO. (**D**) Quantitative RT-PCR analysis for *Il1a*, *Tnf*, *Ifng*, *Il6*, *Il10*, and *Tgfb1* mRNA expression at 1 or 3 days after tMCAO. *n =* 3–7/group. Two-way ANOVA and post hoc Bonferroni’s test. (**E**) Protein array analysis 3 days after tMCAO. Heatmap and bar graphs demonstrating proteins with greater than 2-fold changes (red, upregulated; blue, downregulated) in anti-CD122–treated mice versus IgG-treated mice after stroke. *n =* 3–5/group. Red asterisks indicate proteins that were significantly upregulated with a false discovery rate (FDR) < 0.2. (**F**) Infiltration by Gr1^+^ neutrophils, CD11c^+^ DCs, F4/80^+^ macrophages, CD3^+^ T lymphocytes, and CD19^+^ B lymphocytes into the ischemic brain was quantified by flow cytometry 3 days after tMCAO. *n =* 3/group. Two-tailed Student’s *t* test. (**G**) CD3^+^CD122^–^CD25^–^ Teff cells (1 million) or PBS were transferred into *Rag1^–/–^* mice 2 hours after tMCAO, which was followed by i.v. infusion of PBS or CD8^+^ TRLs (0.5 million). Brain infarcts were quantified on MAP2-stained brain sections collected 3 days after tMCAO. *n =* 8–9/group. One-way ANOVA and post hoc Bonferroni’s test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
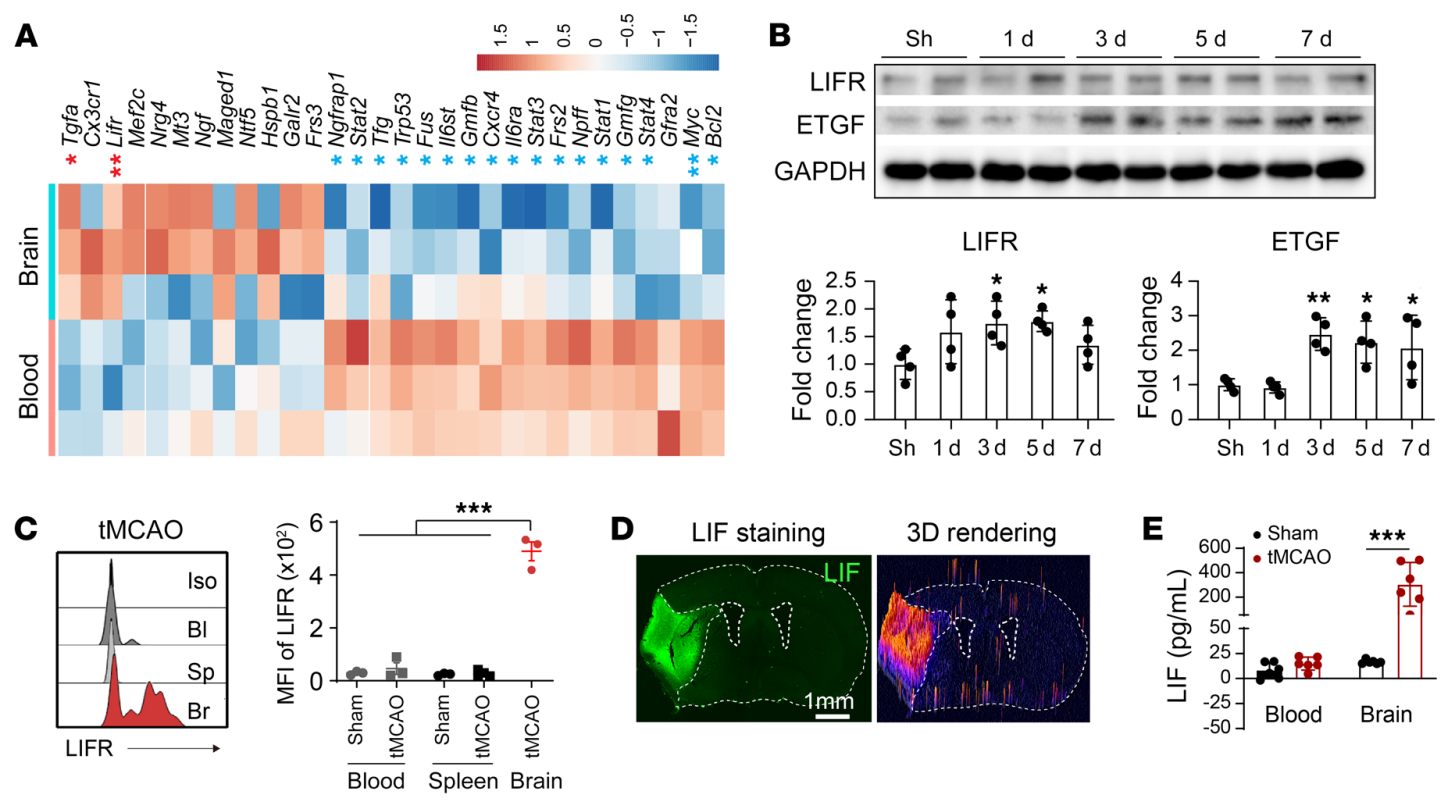
LIFR and ETGF are upregulated in CD8^+^ TRLs after stroke. (**A**) CD8^+^ TRLs from ischemic brain 3 days after tMCAO and from blood after sham operation were subjected to quantitative PCR array. The gene expression was normalized to the corresponding blood level. Heatmap showing the log_2_(fold change) for genes with >2-fold changes. *n =* 3/group. *FDR < 0.2, **FDR < 0.1 for genes upregulated (red) or downregulated (blue) in brain-infiltrating CD8^+^ TRLs. (**B**) Western blot analysis of LIFR and ETGF expression in the brain lysates collected from sham mice and 1, 3, 5, and 7 days after stroke. *n =* 4/group. One-way ANOVA and post hoc Dunnett’s test. (**C**) MFI of LIFR in CD8^+^CD122^+^ TRLs in the blood (Bl), spleen (Sp), and ipsilateral brains (Br) 3 days after tMCAO or sham operation. One-way ANOVA and post hoc Dunnett’s test. Iso, isotype control. (**D**) Immunostaining of LIF 3 days after stroke. Images are representative of 4 animals in each group. (**E**) Expression of LIF was assessed by ELISA 3 days after tMCAO. *n =* 6/group. One-way ANOVA and post hoc Bonferroni’s test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
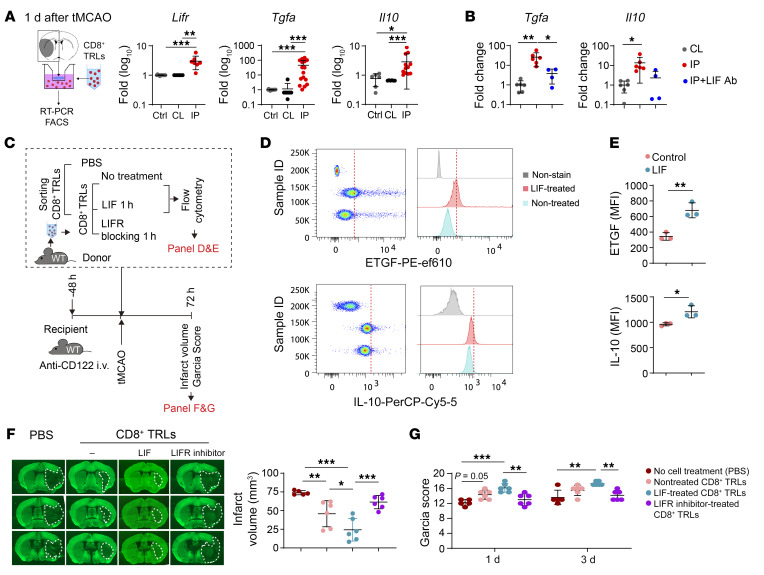
LIFR mediates the beneficial effects of CD8^+^ TRLs after stroke. (**A**) Transwell coculture system of brain slices collected 1 day after stroke and CD8^+^ TRLs from healthy spleens. RT-PCR analysis of *Lifr*, *Tgfa*, and *Il10* 24 hours after coculture. Kruskal-Wallis test and post hoc Dunn’s test. *n =* 6–16/group. (**B**) Anti-LIF antibody (60 ng/mL) was added to the CD8^+^ TRL–brain slice coculture system (as in **A**). The expression of *Tgfa* and *Il10* was measured by RT-PCR 24 hours after coculture. *n =* 4–6/group. One-way ANOVA and post hoc Bonferroni’s test. CL, contralateral brain; IP, ipsilateral brain. (**C**–**G**) Spleen-derived CD8^+^ TRLs were pretreated with LIF (100 ng/mL), LIFR inhibitor (EC359, 100 nM), or PBS for 1 hour and then injected (i.v., 1 × 10^6^ cells) into recipient mice 2 hours after tMCAO. (**D** and **E**) LIF treatment enhanced ETGF and IL-10 expression in CD8^+^ TRLs. *n =* 3/group. Two-tailed Student’s *t* test. (**F**) Quantification of MAP2 staining and (**G**) Garcia score. *n =* 5–6/group. One-way ANOVA and post hoc Bonferroni’s test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
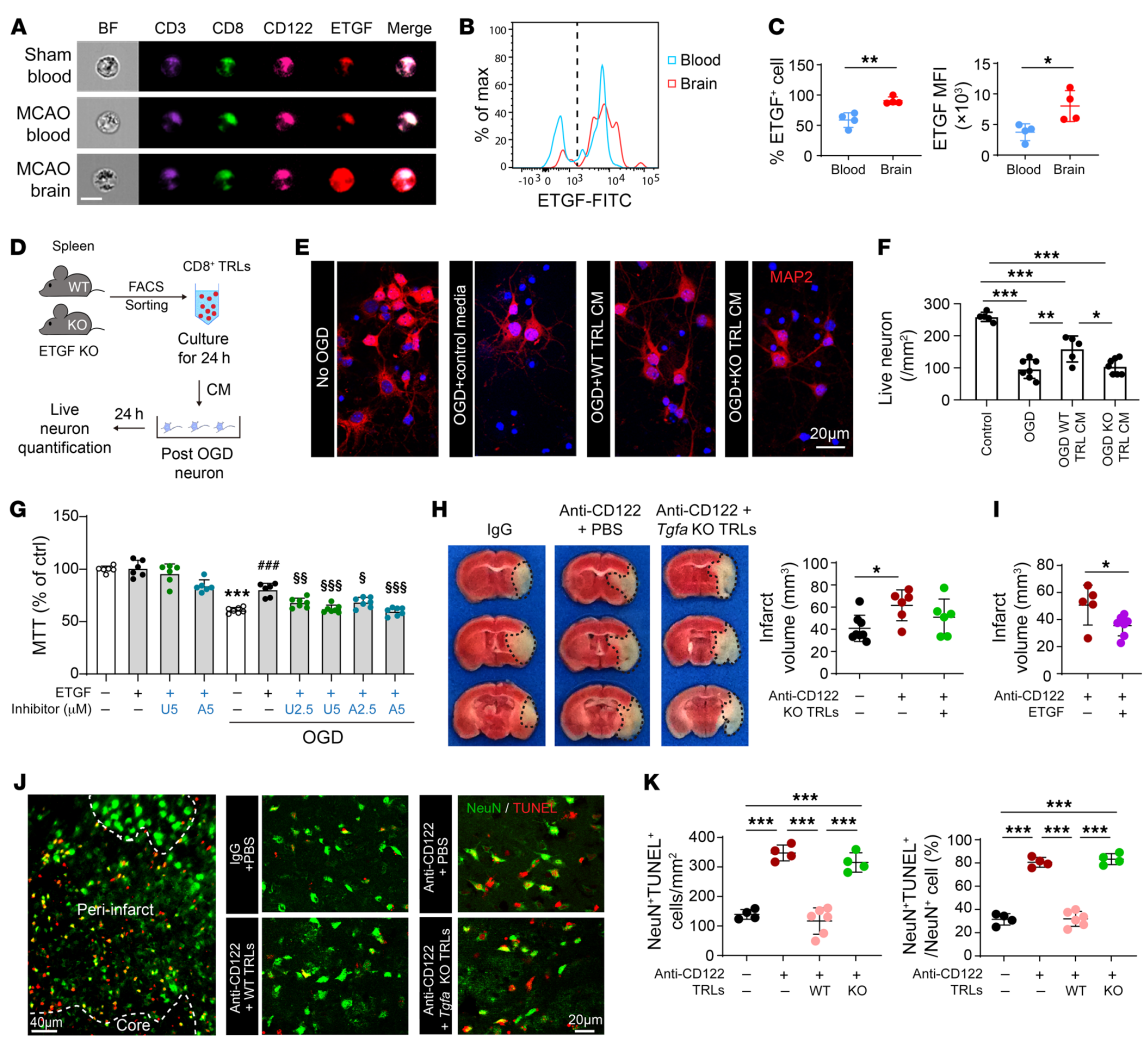
ETGF is essential for CD8^+^ TRL–afforded direct neuroprotection. (**A**) ImageStream shows expression of ETGF in CD3^+^CD8^+^CD122^+^ TRLs 3 days after stroke. Scale bar: 10 μm. (**B** and **C**) Quantification of the percentage of ETGF^+^ cells and the mean fluorescence intensity (MFI) of ETGF by flow cytometry 3 days after stroke. *n =* 4/group. Two-tailed Student’s *t* test. (**D**–**F**) Conditioned media (CM) from CD8^+^ TRLs protected neurons against 90-minute oxygen-glucose deprivation (OGD). (**D**) Experimental design. (**E**) MAP2 (red) and DAPI (blue) staining. Scale bar: 20 μm. (**F**) Numbers of MAP2^+^ live cells were quantified. *n =* 5–7/group. One-way ANOVA and post hoc Bonferroni’s test. (**G**) ETGF (40 ng/mL) protected primary neurons against 90-minute OGD in an AKT- and ERK1/2-dependent manner. AKT inhibitor VIII (A) or ERK inhibitor U0126 (U) was added at indicated concentrations together with ETGF. Cell death was quantified by MTT assay 24 hours after OGD. *n =* 6–7/group. One-way ANOVA and post hoc Bonferroni’s test. ***P < 0.001 vs. non-OGD control. ^###^*P <* 0.001 vs. OGD. ^§^*P <* 0.05, ^§§^*P <* 0.01, ^§§§^*P <* 0.001 vs. OGD + ETGF. (**H**) Mice were treated with anti-CD122 mAb (100 μg) 2 days prior to 60-minute tMCAO. CD8^+^ TRLs prepared from WT or *Tgfa*-KO mice were transferred (1 × 10^6^ cells, i.v.) into CD8^+^ TRL–depleted mice 2 hours after stroke. Infarct volumes were quantified by TTC staining 3 days after stroke. *n =* 6–8/group. One-way ANOVA and post hoc Bonferroni’s test. (**I**) ETGF (100 ng in 10 μL PBS) or an equal volume of PBS was injected intracerebroventricularly 5 minutes after reperfusion. Infarct volumes were quantified 3 days after tMCAO. *n =* 5–7/group. Two-tailed Student’s *t* test. (**J**) Representative images demonstrating TUNEL (red) colabeling with the neuronal marker NeuN (green) in peri-infarct areas. Scale bar: 20 μm. (**K**) Quantification of NeuN^+^TUNEL^+^ neurons and the percentages of NeuN^+^TUNEL^+^ neurons among all NeuN^+^ cells in the peri-infarct area. *n =* 4–6/group. One-way ANOVA and post hoc Bonferroni’s test. *P < 0.05; **P < 0.01, ***P < 0.001.

**Figure 8:**
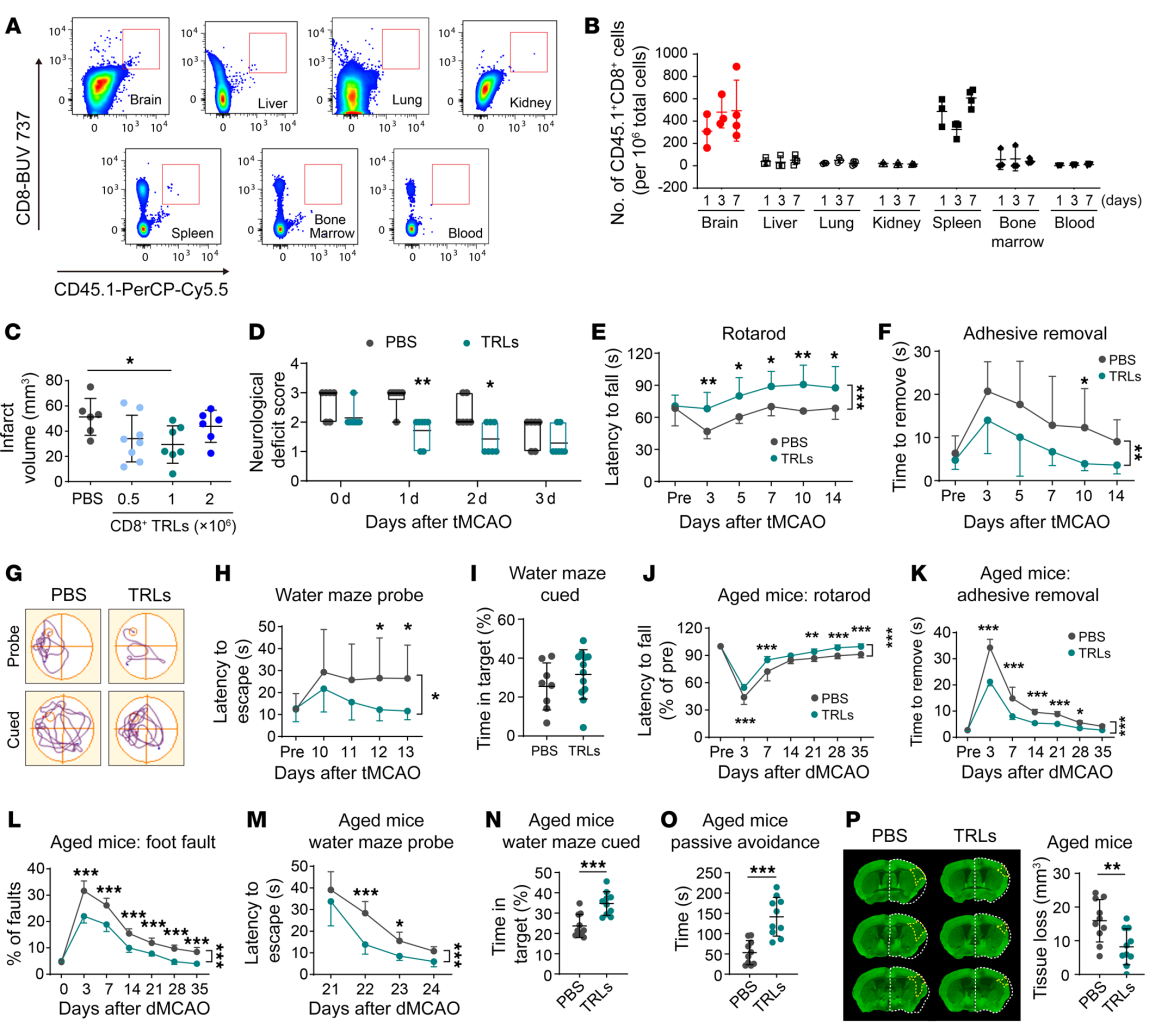
Adoptive transfer of CD8^+^ TRLs ameliorates brain infarction and improves long-term functional outcomes after stroke. CD8^+^ TRLs were isolated by FACS from the spleens of healthy young mice. (**A**–**I**) Young male stroke mice were treated intravenously with CD8^+^ TRLs or PBS 2 hours after tMCAO. (**A**) Flow cytometry to detect adoptively transferred CD45.1^+^CD8^+^ TRLs in CD45.2 congenic mice. (**B**) Quantification of CD45.1^+^CD8^+^ TRLs in various tissues 1, 3, and 7 days after tMCAO. *n =* 3–4/group. (**C**) Quantification of MAP2 staining 3 days after tMCAO in 0, 0.5 × 10^6^, 1 × 10^6^, or 2 × 10^6^ CD8^+^ TRL–treated mice. *n =* 6–8/group. (**D**) Neurological deficit score. *n =* 6–7/group. Sensorimotor dysfunction was assessed by the rotarod (**E**) and adhesive removal (**F**) tests up to 14 days after tMCAO. *n =* 8–12/group. (**G**–**I**) Morris water maze 10–14 days after tMCAO. (**G**) Representative swim paths. (**H**) Time needed to reach the hidden platform (probe phase). (**I**) Time spent in the quadrant where the platform had previously been placed was measured 14 days after tMCAO (cued phase). *n =* 8–12/group. (**J**–**P**) Aged (20-month-old) male mice were treated intravenously with 1 × 10^6^ FACS-isolated CD8^+^ TRLs or PBS 24 hours after distal MCAO (dMCAO). *n =* 10/group. Sensorimotor dysfunction was assessed by the rotarod (**J**), adhesive removal (**K**), and foot-fault tests (**L**) up to 35 days after dMCAO. (**M** and **N**) The Morris water maze test at 21–25 days after dMCAO. (**O**) Nonspatial memory was assessed 35 days after dMCAO using the passive avoidance test. Latency until entry into the dark room from the light room was recorded. (**P**) Quantification of MAP2 staining 35 days after dMCAO. The areas of contralesional hemisphere are reflected on the ipsilesional hemisphere (dashed white outlines). Yellow dashed line indicates the areas of tissue loss. *P < 0.05; **P < 0.01; ***P < 0.001. Two-tailed Student’s *t* test (**I** and **N**–**P**), Mann-Whitney test (**D**), 1-way (**C**) or 2-way ANOVA (**E**, **F**, **H**, and **J**–**M**) and post hoc Bonferroni’s test.

## Version 1 08/01/2022

Electronic publication

## References

[1] An C (2014). Molecular dialogs between the ischemic brain and the peripheral immune system: dualistic roles in injury and repair. Prog Neurobiol.

[2] Liesz A (2009). Regulatory T cells are key cerebroprotective immunomodulators in acute experimental stroke. Nat Med.

[3] Li P (2013). Adoptive regulatory T-cell therapy protects against cerebral ischemia. Ann Neurol.

[4] Ren X (2011). Regulatory B cells limit CNS inflammation and neurologic deficits in murine experimental stroke. J Neurosci.

[5] Shi L (2021). Treg cell-derived osteopontin promotes microglia-mediated white matter repair after ischemic stroke. Immunity.

[6] Ito M (2019). Brain regulatory T cells suppress astrogliosis and potentiate neurological recovery. Nature.

[7] Endharti AT (2011). CD8^+^CD122^+^ regulatory T cells (Tregs) and CD4^+^ Tregs cooperatively prevent and cure CD4^+^ cell-induced colitis. J Immunol.

[8] Lee YH (2008). Essential role of CD8^+^CD122^+^ regulatory T cells in the recovery from experimental autoimmune encephalomyelitis. J Immunol.

[9] Liu J (2015). CD8(+)CD122(+) T-cells: a newly emerging regulator with central memory cell phenotypes. Front Immunol.

[10] Akane K (2016). CD8^+^CD122^+^CD49d^low^ regulatory T cells maintain T-cell homeostasis by killing activated T cells via Fas/FasL-mediated cytotoxicity. Proc Natl Acad Sci U S A.

[11] Li S (2014). A naturally occurring CD8(+)CD122(+) T-cell subset as a memory-like Treg family. Cell Mol Immunol.

[12] Suzuki H (2008). Are CD8^+^CD122^+^ cells regulatory T cells or memory T cells?. Hum Immunol.

[13] Wan N (2008). Bystander central memory but not effector memory CD8^+^ T cells suppress allograft rejection. J Immunol.

[14] Dai Z (2014). Natural CD8^+^CD122^+^ T cells are more potent in suppression of allograft rejection than CD4^+^CD25^+^ regulatory T cells. Am J Transplant.

[15] Bodhankar S (2015). Regulatory CD8(+)CD122 (+) T-cells predominate in CNS after treatment of experimental stroke in male mice with IL-10-secreting B-cells. Metab Brain Dis.

[16] Kim HJ (2015). Stable inhibitory activity of regulatory T cells requires the transcription factor Helios. Science.

[17] Saitoh O (2007). CD8^+^CD122^+^ T cells, a newly identified regulatory T subset, negatively regulate Graves’ hyperthyroidism in a murine model. Endocrinology.

[18] Wang J (2015). Activated regulatory T cell regulates neural stem cell proliferation in the subventricular zone of normal and ischemic mouse brain through interleukin 10. Front Cell Neurosci.

[19] Wang LX (2010). CD122^+^CD8^+^ Treg suppress vaccine-induced antitumor immune responses in lymphodepleted mice. Eur J Immunol.

[20] Metcalfe SM (2011). LIF in the regulation of T-cell fate and as a potential therapeutic. Genes Immun.

[21] Goronzy JJ, Weyand CM (2019). Mechanisms underlying T cell ageing. Nat Rev Immunol.

[22] Hu X (2020). Microglia/macrophage polarization: Fantasy or evidence of functional diversity?. J Cereb Blood Flow Metab.

[23] Cuartero MI (2013). N2 neutrophils, novel players in brain inflammation after stroke: modulation by the PPARγ agonist rosiglitazone. Stroke.

[24] Garcia-Culebras A (2018). Myeloid cells as therapeutic targets in neuroinflammation after stroke: Specific roles of neutrophils and neutrophil-platelet interactions. J Cereb Blood Flow Metab.

[25] Liesz A (2011). Inhibition of lymphocyte trafficking shields the brain against deleterious neuroinflammation after stroke. Brain.

[26] Gan Y (2014). Ischemic neurons recruit natural killer cells that accelerate brain infarction. Proc Natl Acad Sci U S A.

[27] Dai H (2010). Cutting edge: programmed death-1 defines CD8^+^CD122^+^ T cells as regulatory versus memory T cells. J Immunol.

[28] Shi Z (2009). Human CD8^+^CXCR3^+^ T cells have the same function as murine CD8^+^CD122^+^ Treg. Eur J Immunol.

[29] Wang X (2000). Identification and molecular characterization of rat CXCR3: receptor expression and interferon-inducible protein-10 binding are increased in focal stroke. Mol Pharmacol.

[30] Rifa’i M (2008). CD8^+^CD122^+^ regulatory T cells recognize activated T cells via conventional MHC class I-alphabetaTCR interaction and become IL-10-producing active regulatory cells. Int Immunol.

[31] Liu H (2017). Suppression of allograft rejection by CD8^+^CD122^+^PD-1^+^ Tregs is dictated by their Fas ligand-initiated killing of effector T cells versus Fas-mediated own apoptosis. Oncotarget.

[32] Fallon J (2000). In vivo induction of massive proliferation, directed migration, and differentiation of neural cells in the adult mammalian brain. Proc Natl Acad Sci U S A.

[33] Justicia C (2001). Administration of transforming growth factor-alpha reduces infarct volume after transient focal cerebral ischemia in the rat. J Cereb Blood Flow Metab.

[34] Guerra-Crespo M (2010). Intranasal administration of PEGylated transforming growth factor-alpha improves behavioral deficits in a chronic stroke model. J Stroke Cerebrovasc Dis.

[35] Dai X (2020). TGFα preserves oligodendrocyte lineage cells and improves white matter integrity after cerebral ischemia. J Cereb Blood Flow Metab.

[36] Yang Y (2017). ST2/IL-33-dependent microglial response limits acute ischemic brain injury. J Neurosci.

[37] Park J (2011). Modulation of CD4^+^ T lymphocyte lineage outcomes with targeted, nanoparticle-mediated cytokine delivery. Mol Pharm.

[38] Baek H (2016). Neuroprotective effects of CD4^+^CD25^+^Foxp3^+^ regulatory T cells in a 3xTg-AD Alzheimer’s disease model. Oncotarget.

[39] Li S (2021). Change and predictive ability of circulating immunoregulatory lymphocytes in long-term outcomes of acute ischemic stroke. J Cereb Blood Flow Metab.

[40] Liu X (2016). Interleukin-4 is essential for microglia/macrophage M2 polarization and long-term recovery after cerebral ischemia. Stroke.

[41] Saver JL, Albers GW, Dunn B, Johnston KC, Fisher M, STAIR VI Consortium (2009). Stroke Therapy Academic Industry Roundtable (STAIR) recommendations for extended window acute stroke therapy trials. Stroke.

[42] Pu H (2021). Intranasal delivery of interleukin-4 attenuates chronic cognitive deficits via beneficial microglial responses in experimental traumatic brain injury. J Cereb Blood Flow Metab.

[43] Jiang L (2020). Transcriptomic and functional studies reveal undermined chemotactic and angiostimulatory properties of aged microglia during stroke recovery. J Cereb Blood Flow Metab.

[44] Zhou Y (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun.

[45] Percie du Sert N (2020). The ARRIVE guidelines 2.0: Updated guidelines for reporting animal research. J Cereb Blood Flow Metab.

How the deposited data were processed for this re-analysis (not part of the article)

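Bulk RNA-seq of cells sorted by FACS as CD8+ TRLs (CD8+CD122+CD49d lo) in samples of 500 to 1000 cells was analysed for 3 groups of 2 samples: blood of sham mice, blood of mice 3 days after tMCAO and brain of mice 3 days after tMCAO. The authors checked read quality with FastQC, removed adapters and low-quality bases and mapped the reads to GRCm38 (mm10) with TopHat. The authors deposited a table of raw counts of reads per gene symbol and a table of FPKM values. The methods name Cufflinks 2.2.1 for estimates of abundance and R/Bioconductor for the read counts and FPKM. The versions of FastQC and TopHat and the annotation release are not given in the sources used here. The paper writes of raw files per animal or sample and does not say outright whether a replicate is 1 mouse or a pool, and it does not state a link between samples of different groups with the same replicate number. The paper names DESeq2 v1.30.1 with Benjamini-Hochberg adjustment, a fold change over 2 and an adjusted p under 0.05, and does not say which samples entered each fit.

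The count table has 24394 gene symbols. It also has 5 closing lines of reads that name no gene, which were left out of library sizes and tests: reads outside annotated features made up 43.0% and 43.8% of the reads in the sham blood libraries, 43.6% and 44.2% in tMCAO blood and 45.6% and 45.3% in brain, and reads without a unique position 22.0%, 21.3%, 19.5%, 18.0%, 14.0% and 14.6% in the same order. A further 27 lines carry dates in place of gene symbols, with 0.0804% to 0.140% of the reads, and were left out because a date does not give the gene back with certainty. The FPKM table has 24572 lines, of which 1854 with a missing value and 1177 that join several symbols were not used. Counts on genes were 13793081 to 17149924 per library. At this depth a gene without counts in a group allows up to 3 counts, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Symbols were matched to the GENCODE M21 annotation of GRCm38 for 23309 genes (95.6%), which gave positions, transcript lengths and GC content.

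Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr with a minimum of 10 counts and a total of 15, which left 12424 genes, libraries were scaled by TMM (factors 1.16, 1.17, 1.21, 0.998, 0.787, 0.780 for sham blood, tMCAO blood and brain, replicates 1 and 2 of each), and the quasi-likelihood test (glmQLFit, glmQLFTest) was run on all 6 samples in 1 fit, so that the groups share 1 estimate of the spread. The spread was not equal between groups: the SD of the log2 ratio of replicates was 0.889 in tMCAO blood, 0.494 in sham blood and 0.574 in brain. The shared estimate can therefore be too small for tMCAO blood and too large for the other groups. Each contrast was adjusted by Benjamini-Hochberg. Standard errors are the size of the log2 fold change over the square root of F, and levels are TMM-normalized CPM as mean and SD of 2 libraries. The comparisons were tMCAO blood with sham blood and tMCAO brain with sham blood, both made in the paper, and tMCAO brain with tMCAO blood, which the paper does not report. With 2 samples per group no permutation test reaches a p of 0.05, so p-values come from this model alone. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, and with fry. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The procedure was tested on simulated counts with 200 changed genes, from the real library sizes and the means of the second group of each comparison. All libraries took these means and the same spread per gene, and only well-counted genes were changed. The recovery rates therefore leave out the shift in composition of the brain libraries and the wider spread of tMCAO blood. A changed gene counted as recovered at an adjusted p under 0.05 in the right direction, without the fold minimum. For tMCAO brain with tMCAO blood, with 10953 genes tested, the procedure recovered 3% of 67 genes changed 2-fold, 50.7% of 67 changed 4-fold and 89.4% of 66 changed 8-fold. Of the unchanged simulated genes, 4 were called between the blood groups, 6 for brain with sham blood and 4 for brain with tMCAO blood.

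The design, the 35 gene lists, the alternatives and the rule for named genes were written before the data were examined, but after the paper's supplementary tables had been read, so their values count as seen. Named genes are the chemokine receptors of Figure 2C, the genes of Figure 5A with *Lifr*, *Tgfa*, *Il10* and *Lif*, the sort markers, in each comparison the 10 genes higher and the 10 lower with the smallest p whose libraries do not overlap, and for each list up to 4 tested members with the smallest p. Other genes are marked as named after their values were seen. Supplemental Table 2 was used as its first 1999 lines, and no overlap or enrichment was computed on it. The lists cover T cell identity, sort markers, microglia, monocytes and macrophages, neutrophils, B cells and plasma cells, dendritic cells and MHC class II, NK cells, CD4 and regulatory T cells, astrocytes, oligodendrocytes, neurons, endothelial cells, erythroid cells, platelets, chemokine receptors, lymphoid homing, cytotoxic effectors, tissue residency, coinhibitory receptors, immediate early genes, NF-kappaB targets, the type I interferon response, proliferation, IL-10 signaling, the LIF and gp130 family, the EGF family, growth and trophic factors, extracellular matrix, inflammatory cytokines and chemokines, negative immunoregulation, T cell cytokines, hypoxia and glycolysis, cholesterol synthesis and metallothioneins. The erythroid list had 1 tested member and was not tested as a list.

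Alternatives were DESeq2 1.42.0 on all 6 samples or on the groups compared, edgeR on the groups compared, limma-voom, RLE factors, library size alone, scaling to equal mean log2 counts of the T cell identity genes (T cell scaling), no filter, a stricter filter (10 counts in every library of at least 2 groups), limma on log2(FPKM + 1) and log2(FPKM + 0.1), log2(FPKM + 1) of genes with an FPKM of at least 1 in 2 libraries, an adjusted p under 0.01, no fold minimum, the replicate number as a block and each library left out in turn. When a library is left out, its group has 1 sample, which is assumed to vary like the other groups. Single genes were tried under all of these for the receptors, the Figure 5A genes and the sort markers, and under the scalings and the left-out libraries for the others. Some single genes that these rules select are not reported here, and the tallies of receptors, Figure 5A genes and sort markers over the alternatives leave them out. Quantitative PCR, flow cytometry and experiments on cultured cells or other mice were not analysed here.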

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

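The 5 tests on T cell, microglia, macrophage and B cell genes below were chosen only after the result was seen, and the 3 tests on the tMCAO blood libraries were not, apart from the ranking over the blood libraries alone. Genes of microglia and macrophages lie outside those the paper discusses, and of 18 microglia genes 18 were higher in tMCAO brain than in sham blood, as were 18 of 20 monocyte and macrophage genes. The comparison of tMCAO brain with tMCAO blood is not reported in the paper, and in it 2530 genes were higher and 1640 lower in brain by edgeR, or 1938 and 2863 when libraries were scaled by size alone (40.4% higher in place of 60.7%) and 11887 and 7 under T cell scaling. These counts were 2055 and 1152 without sham blood 1, 2072 and 1162 without sham blood 2, 3198 and 2145 without tMCAO blood 1, 2265 and 1827 without tMCAO blood 2, 1259 and 765 without brain 1, and 1230 and 885 without brain 2.

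In the brain libraries the microglia genes summed to 33970 and 58660 CPM, against 457 and 427 in sham blood, and the 17 T cell identity genes to 80.6 and 55.1 CPM, against 9354 and 9550. The median T cell identity log2 fold change against sham blood was -7.38. TRLs that kept their transcripts and added only microglia and macrophage genes are argued against by 58 genes of proliferation, cholesterol synthesis, hypoxia and glycolysis, which added RNA would dilute like T cell genes: the lower quartile of their log2 fold changes was -1.34, above the upper quartile of the T cell identity genes, -6.86. RNA of microglia or macrophages, cells that the CD8+CD122+CD49d lo gate would remove, may make up most of the brain libraries: 16 of the 18 microglia genes lay above 100 CPM in both, and the most abundant were *C1qb* (9487 and 11850 CPM), *C1qc* (5929 and 9548 CPM) and, among macrophage genes, *Lyz2* (17450 and 12420 CPM). TRLs that lost their T cell transcripts, or kept them while most other genes rose, and gained these genes cannot be told apart from that, because the values are relative to the library, tissue and group coincide in bulk libraries and the interquartile range of the T cell identity fold changes, 0.66, is allowed by either. Of the 18 microglia genes 4 are in another list, 6 lay above 1 CPM in both sham blood libraries and 6 are in the study's Supplemental Table 3.

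The 15 B cell and plasma cell genes summed to 1467 and 1017 CPM in the sham blood libraries and to 33.5 and 95.3 CPM in tMCAO blood, while the T cell identity genes did not pass the test between the blood groups (median log2 fold change 0.33). RNA of B cells, which the CD8+CD122+CD49d lo gate would remove, may be in the sham blood libraries: over 14 of these genes the log2 ratio of sham blood 1 to sham blood 2 had a median of 0.72 and an interquartile range of 0.41, against 0.00418 and 0.45 over 10870 tested genes, as a differing share of B cell RNA would give, and the most abundant B cell genes were *Cd79a* (459 and 239 CPM), *Cd79b* (227 and 146 CPM) and *Ms4a1* (225 and 142 CPM). A shift of this kind is not particular to B cell genes: the 20 proliferation genes, of no single cell type, had a median of 0.50 and an interquartile range of 0.41, so genes regulated together allow it too. No table argues against either explanation. RNA of B cells and TRLs that lowered these genes after stroke cannot be told apart, since the median log2 fold change of the list, -6.35 with genes at 0 taken at 3 counts, is allowed by both. None of the 15 genes is in another list, 14 lay above 1 CPM in both sham blood libraries and 3 are in Supplemental Table 3, and 0 of the 6 genes called kept the call without brain 1 or brain 2, against 10 called without tMCAO blood 1 and 11 under T cell scaling.

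The replicates of tMCAO blood differed more than those of the other groups, with an SD of the log2 ratio of 0.889 over all genes, against 0.494 in sham blood and 0.574 in brain. Sampling of few molecules affects weakly expressed genes most. Over the 3106 genes most expressed over all libraries, brain included, the SD in tMCAO blood was 2.09 times that in sham blood. For the 3106 most expressed over the blood libraries alone it was 3.70 times, so the wider spread was not confined to weakly expressed genes. These ratios cannot exclude such sampling, because a library with fewer molecules would vary more in abundant genes too. Fewer genes were detected in tMCAO blood 2 (11907) than in tMCAO blood 1 (12770), though it had more counts on genes. A trend with GC content or transcript length could contribute: across 11946 genes (96.2% of those tested), which are not independent replicates, Spearman's rho of the log2 ratio of tMCAO blood 2 to tMCAO blood 1 was -0.192 with GC and -0.194 with length, against -0.005 and 0.049 in sham blood. Both cannot be told apart from other differences between the libraries, because these values lie between the bounds set for and against a trend. No biological explanation was tested, since the labels give no difference between the replicates.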

How the results depend on the processing

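The setting with the unadjusted p of DESeq2 was chosen only after the values were seen, and the other settings were not. Counts of genes or lists gave 219 values over 11 results and stayed within 1.5 times the reported count in 149. Log2 fold changes of named genes (receptors, Figure 5A genes and sort markers) gave 1530 values over 83 results. The direction and the side of the threshold stayed the same in 1316 of them, 87 lost the call, 64 gained it and 63 changed sign. RLE factors moved no count by over 1.5 times and changed no call of the 83 results, and a test with no fold minimum moved no count by over 1.5 times. Where values moved, the cause was not tested, apart from the smaller number of calls that an adjusted p under 0.01 gives by its construction. In the simulated counts, with 2 libraries per group, changes of 2-fold were mostly missed.

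Between tMCAO blood and sham blood the reported counts were 0 higher and 102 lower. They were 13 and 358 with DESeq2 on all 6 samples, 7 and 220 with DESeq2 on the groups compared, 5 and 311 under T cell scaling, 1 and 156 with no filter on low counts, 5 and 10 on log2(FPKM + 1), 14 and 47 on log2(FPKM + 0.1), and 12 and 57 on log2(FPKM + 1) with the FPKM filter. The higher count was 1 with the stricter filter, and the lower count was 0 with edgeR on the groups compared, 22 with limma-voom and 38 at an adjusted p under 0.01. With the unadjusted p of DESeq2 on the groups compared they were 134 and 565, and for brain against sham blood that setting gave 2266 lower. Of the gene lists 10 were called, 16 with the stricter filter, 0 with an estimated correlation and 1 with fry.

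For brain against sham blood (2326 higher, 1471 lower) and against tMCAO blood (2530 higher, 1640 lower), T cell scaling gave 11848 and 10, and 11887 and 7. Scaling by library size gave 2709 and 2863 lower. Tests on log2(FPKM + 1) gave 1354 and 1468 higher, and 1537 and 1630 with the FPKM filter. At an adjusted p under 0.01 the counts were 1125 and 737, and 1380 and 814. With an estimated correlation 1 list in place of 26 and 1 in place of 21 held, in each case T cell identity. Of the extracellular factors (182 higher, 55 lower), 97 were higher with the stricter filter, 109 higher and 30 lower at an adjusted p under 0.01, and 0 lower under T cell scaling.

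T cell scaling moved the median log2 fold change of all genes from 0.13 to 7.55 for brain against sham blood and from 0.05 to 7.60 for brain against tMCAO blood, so that it raises lower genes and cannot lower higher ones. Under it the log2 fold change changed sign, for brain against sham blood, to *Cxcr6* 1.26, *Cxcr3* 1.79, *Ccr9* 2.32, *Ccr3* 5.42, *Cxcr5* 2.95, *Ccr6* 4.35, *Myc* 6.98, *Bcl2* 3.26, *Gmfg* 6.08, *Stat4* 1.75, *Cd3e* 0.49, *Il2rb* 1.16, *Itga4* 4.47 and *Itgb1* 5.83, and for brain against tMCAO blood to *Cxcr6* 0.41, *Cxcr3* 1.29, *Cxcr2* 7.48, *Ccr9* 2.16, *Ccr3* 5.89, *Ccr7* 0.36, *Cxcr5* 4.91, *Myc* 7.35, *Bcl2* 3.25, *Mt3* 6.31, *Gmfg* 5.58, *Stat4* 1.94, *Cd3e* 0.72, *Il2rb* 1.38, *Itga4* 4.20 and *Itgb1* 6.23. Scaling by library size changed the sign of *Cxcr2* -0.11 and *Mt3* -0.31 for brain against sham blood. On log2(FPKM + 1) these were *Il6st* -2.49 and *Mt3* -0.20 for brain against sham blood and *Il6st* -0.76 against tMCAO blood, on log2(FPKM + 0.1) *Il6st* -2.69 and *Mt3* -0.28 and *Il6st* -0.85, and with the FPKM filter *Il6st* -2.49 and *Mt3* -0.20 and *Il6st* -0.76. With limma-voom they were *Ccr9* -1.91 and *Ccr3* 0.0571 between the blood groups and *Cxcr2* 0.0144 for brain against tMCAO blood.

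When each library was left out in turn, the counts ranged, between the blood groups, from 0 to 284 higher and from 0 to 469 lower, for brain against sham blood from 945 to 2944 higher and from 694 to 2023 lower, and for brain against tMCAO blood from 1230 to 3198 higher and from 765 to 2145 lower. Extracellular factors ranged from 93 to 222 higher and from 27 to 70 lower. The log2 fold changes that changed sign ranged, between the blood groups, from -0.11 to 0.98 for *Cxcr2*, from -6.01 to 1.36 for *Ccr9*, from -1.11 to 1.37 for *Ccr3*, from -9.13 to 3.86 for *Ccr1*, from -0.68 to 0.33 for *Cd3e*, from -0.22 to 0.50 for *Cd8a*, from -1.43 to 0.63 for *Il2rb* and from -0.0392 to 0.74 for *Itga4*, for brain against sham blood from -0.25 to 1.23 for *Cxcr4* and from -1.83 to 2.06 for *Mt3*, and for brain against tMCAO blood from -0.53 to 0.46 for *Cxcr2*, from -6.81 to 1.18 for *Ccr9* and from -0.42 to 0.0915 for *Myc*.

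Whether the replicate numbers pair the samples is not known: neither the paper nor the labels give them a shared mouse or day. The deviations of same-numbered samples from their group means correlated at -0.0258 (sham and tMCAO blood), -0.0429 (sham blood and brain) and 0.0532 (tMCAO blood and brain) across 12424 genes. With 2 samples per group these correlations cannot exclude a pairing. With the replicate block the counts of higher and lower genes were 0 and 72 between the blood groups, 1949 and 1310 for brain against sham blood and 2168 and 1377 for brain against tMCAO blood, none moved by over 1.5 times, and *Ccr9* between the blood groups changed sign to -1.33.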

Differences from the paper's values

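The setting with the unadjusted p of DESeq2 and the test of the p column of the supplementary tables were chosen only after the values were seen. Between tMCAO blood and sham blood the paper's Supplemental Table 1 holds 135 genes higher and 565 lower in tMCAO blood at a fold change over 2, and edgeR's quasi-likelihood test called 0 higher and 102 lower at an adjusted p under 0.05 and the same fold. For the higher genes none of the alternatives set before the data were examined came within 1.5 times the paper's count. Their counts were 13 with DESeq2 on all 6 samples, 7 with DESeq2 on the groups compared, 0 with edgeR on the groups compared, with limma-voom, with RLE factors, with library size alone, with the replicate block, at an adjusted p under 0.01 and with no fold minimum, 5 under T cell scaling, 1 with no filter and with the stricter filter, 5, 14 and 12 on FPKM, and 1, 0, 284, 12, 0 and 0 without sham blood 1 and 2, tMCAO blood 1 and 2, and brain 1 and 2. For the lower genes, of those alternatives only leaving out tMCAO blood 1 came within 1.5 times (469), and the others did not, DESeq2 on all 6 samples giving 358, T cell scaling 311, DESeq2 on the groups compared 220 and the rest 156 or fewer. DESeq2 on the groups compared with a fold change over 2 and an unadjusted p under 0.05, chosen after seeing the values, gave 134 higher and 565 lower and drops 1 of the 700 genes of Supplemental Table 1. At an adjusted p under 0.05 the same fit called 227 of the 700.

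The column of Supplemental Table 1 that is headed as an adjusted p was set against that fit. Log2 fold changes differed by a median of 6.99e-05 over 699 genes, and the column divided by the unadjusted p of the fit had a median of 1.002 (10th to 90th percentile 0.9983 to 1.004), while divided by the adjusted p it had a median of 0.0287. For Supplemental Table 2, in its first 1999 lines, and Supplemental Table 3 the column divided by the adjusted p of the same kind of fit had medians of 1.004 and 1.005.

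The paper states that *Ccr10*, *Cxcr6* and *Cxcr3* were upregulated and *Ccr6*, *Ccr7* and *Cxcr5* downregulated in TRLs of tMCAO blood (Figure 2C). Here the means had these directions for *Cxcr6*, *Cxcr3*, *Ccr6*, *Ccr7* and *Cxcr5*, and none passed edgeR's test, while *Ccr10* had too few counts to test. B cell genes fell in the same comparison. Whether RNA of B cells in the sham blood libraries accounts for the lower *Ccr6* and *Cxcr5* was not tested. DESeq2 on the groups compared called *Cxcr5* (adjusted p = 0.0102, range over the alternatives 0.0102 to 1), *Cxcr4* (0.00327, range 0.00327 to 1) and *Ccr6* (0.00605, range 0.00605 to 1). DESeq2 on all 6 samples called *Cxcr4* (0.0362) and *Ccr6* (0.0288). Without tMCAO blood 1 edgeR called *Cxcr6* (log2 fold change 1.26, adjusted p = 0.0441, range 0.0441 to 1) and *Ccr6* (-9.72, 0.0376). Among these alternatives the lowest adjusted p of *Cxcr3* was 0.106 and that of *Ccr7* 0.368.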

Other observations

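The proteins of metallothionein genes bind zinc and copper and respond to metal, steroids and stress. Of 3 such genes 2 were higher in the brain libraries than in sham blood under TMM, RLE and library size scaling. Under T cell scaling, which cannot lower higher genes, 3 were higher. *Mt1* rose from 4.37 ± 2.76 to 806 ± 118 CPM (SD, n = 2, log2 fold change 7.53, SE 0.88, adjusted p = 0.00136 from edgeR's quasi-likelihood test). *Mt2* rose from 0.281 ± 0.107 to 70.2 ± 23.6 CPM (log2 fold change 7.92, SE 0.95, adjusted p = 0.00146). When adjusted over the list alone 2 were higher (camera adjusted p = 0.0352, or adjusted p = 0.357 with an estimated correlation). Of 22 hypoxia and glycolysis genes 8 rose and 1, *Pfkp*, named after its value was seen, fell (9 higher and 1 lower when adjusted over the list alone, 5 and 1 by library size, 22 and 0 under T cell scaling), with camera adjusted p = 0.0407, or adjusted p = 0.294 with an estimated correlation. *Hk2*, the inducible hexokinase, rose from 2.90 ± 1.64 to 60.7 ± 11.9 CPM (log2 fold change 4.39, SE 0.52, adjusted p = 0.00144), and *Vegfa*, vascular endothelial growth factor, from 0.768 ± 0.221 to 61.3 ± 37.2 CPM (log2 fold change 6.30, SE 0.68, adjusted p = 0.00169). The higher count was 4 without sham blood 1, 3 without sham blood 2, 4 without brain 1 and 4 without brain 2, and the lower count 2 without tMCAO blood 1, 2 without tMCAO blood 2 and 0 without brain 2. Of 20 proliferation genes 9 fell and 0 rose (9 lower when adjusted over the list alone), while under T cell scaling 20 rose, and by library size 14 fell (camera adjusted p = 0.000562, or adjusted p = 0.357 with an estimated correlation). *Mcm6*, a subunit of the replicative helicase, measured 280 ± 51.3 CPM in sham blood and 46.1 ± 1.86 CPM in brain (log2 fold change -2.60, SE 0.29, adjusted p = 0.00117), a direction that also flips under T cell scaling. The lower count of proliferation genes was 1 without sham blood 1, 5 without sham blood 2, 14 without tMCAO blood 2, 1 without brain 1 and 2 without brain 2. Beside these groups *C1qb* of microglia reached 9487 and 11850 CPM and *Lck* of T cells 15.5 and 12.3 CPM in the same brain libraries.

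Of 13 tissue residency genes 3 rose, *Rgs1*, *Nr4a1* and *Nr4a3*, and 4 fell, *Itgae*, *Itga1*, *Cd69* and *Cxcr6*, between sham blood and brain (3 and 4 when adjusted over the list alone, 2 and 4 by library size, 12 and 0 under T cell scaling), with a median log2 fold change of 0.62, opposite in sign to the direction camera gave (adjusted p = 0.268, or adjusted p = 0.366 with an estimated correlation). *Nr4a1*, *Nr4a3* and *Itgae* are named after their values were seen. *Cd69*, which holds lymphocytes in tissue, fell from 1812 ± 65.6 to 40.8 ± 13.2 CPM (log2 fold change -5.47, SE 0.60, adjusted p = 0.00101), a direction that flips under T cell scaling, and *Rgs1*, which dampens chemokine receptor signaling, rose from 627 ± 2.03 to 2223 ± 859 CPM (log2 fold change 1.83, SE 0.36, adjusted p = 0.00963), a call lost without sham blood 1, sham blood 2 or brain 2. The higher count was 0 without sham blood 1, 1 without brain 1 and 0 without brain 2, and the lower count 2 without brain 1. Of 16 cholesterol synthesis genes 2 rose and 3 fell (2 and 5 when adjusted over the list alone, 1 and 8 by library size, 15 and 0 under T cell scaling; camera adjusted p = 0.129, or adjusted p = 0.459 with an estimated correlation). *Fdft1*, squalene synthase, was the higher gene with the smallest p (log2 fold change 1.78, SE 0.31, adjusted p = 0.00629; lost without sham blood 1, sham blood 2 or brain 1), and *Stard4*, a cholesterol carrier, the lower one (log2 fold change -2.64, SE 0.54, adjusted p = 0.0112; lost without brain 1). The higher count was 0 without sham blood 1, 0 without sham blood 2, 0 without brain 1 and 1 without brain 2, and the lower count 1 without sham blood 1, 6 without tMCAO blood 2, 1 without brain 1 and 1 without brain 2. Of 4 oligodendrocyte genes *Mag* rose, at least 98.7-fold (adjusted p = 0.00706, lost without brain 1 or brain 2), and *Cnp* fell (log2 fold change -1.86, adjusted p = 0.0206, lost without sham blood 1, sham blood 2, brain 1 or brain 2), with 1 and 1 when adjusted over the list alone, 1 and 2 by library size and 4 higher under T cell scaling (camera adjusted p = 0.605, or adjusted p = 0.706 with an estimated correlation). Of 5 neuron genes *Rbfox3* and *Eno2* were at least 19.7- and 18.5-fold higher, calls lost without sham blood 1, sham blood 2, brain 1 or brain 2, at means of 1.51 and 1.42 CPM in brain (2 higher and 1 lower when adjusted over the list alone, 2 and 1 by library size, 4 and 0 under T cell scaling, 1 lower without tMCAO blood 1 and 1 without tMCAO blood 2). The median log2 fold change of the neuron list was -2.02, opposite in sign to the direction camera gave (adjusted p = 0.991). *Car2*, the tested gene of the erythroid list, fell from 85.7 ± 30.2 to 0.778 ± 0.710 CPM (log2 fold change -6.76, SE 0.65, adjusted p = 0.000642), a direction that flips under T cell scaling.

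Between tMCAO brain and tMCAO blood, microglia, inflammatory and matrix genes were higher in brain under each scaling tried and T cell genes lower, except that the latter were not lower under T cell scaling. That exception follows from the scaling itself, which holds the T cell identity genes level as a set and raises most other genes here. Of 17 T cell identity genes 17 fell (camera adjusted p = 3.02e-35, or adjusted p = 0.0373 with an estimated correlation), as did 6 of 6 sort marker genes (camera adjusted p = 6.67e-11, or adjusted p = 0.0895 with an estimated correlation), while under T cell scaling 1 and 2 were higher. Microglia genes rose in 18 of 18 (camera adjusted p = 6.07e-17, or adjusted p = 0.183 with an estimated correlation), inflammatory cytokine and chemokine genes in 19 of 19 (camera adjusted p = 2.80e-12, or adjusted p = 0.183 with an estimated correlation), and extracellular matrix genes in 15 of 17 (camera adjusted p = 6.84e-09, or adjusted p = 0.0895 with an estimated correlation), and 17 of 17 matrix genes under T cell scaling. The same numbers of genes in these 5 lists passed when adjusted over each list alone. Of 13 dendritic cell and MHC class II genes 10 rose (11 when adjusted over the list alone, 13 under T cell scaling; camera adjusted p = 5.59e-06, or adjusted p = 0.183 with an estimated correlation), with 6 higher without brain 1 and 1 lower without tMCAO blood 2. *Spi1*, the gene of PU.1, had 1 count in tMCAO blood and a ratio of 20530 (95% counting interval 3684 to 811000), and *P2ry6*, a nucleotide receptor of microglia that triggers phagocytosis, was at least 3781-fold higher. *Stab1*, a scavenger receptor of macrophages, rose from 0.272 ± 0.0542 to 281 ± 51.4 CPM (log2 fold change 9.96, SE 0.40, adjusted p = 0.000106), and *Gimap5*, a GTPase of lymphocytes, fell from 175 ± 19.1 to 0.597 ± 0.0618 CPM (log2 fold change -8.18, SE 0.36, adjusted p = 0.000106), a call lost under T cell scaling. Of 34 lists tested 21 were called, 12 up and 9 down, and 1 held with an estimated correlation.

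Between tMCAO blood and sham blood, 16 further lists (NK cells, CD4 and regulatory T cells, astrocytes, oligodendrocytes, neurons, endothelial cells, erythroid cells, platelets, coinhibitory receptors, proliferation, EGF family, growth factors, extracellular matrix, hypoxia, cholesterol synthesis and metallothioneins) held 170 tested places, of which 0 were higher and 0 lower with edgeR, 15 had an unadjusted p under 0.05, and 2 were higher and 4 lower when adjusted over each list alone. DESeq2 gave 1 higher and 5 lower on all 6 samples and 0 and 3 on the groups compared, and limma-voom 0 and 0. Under T cell scaling 2 growth factor, 2 matrix and 1 hypoxia gene were lower and 1 metallothionein higher. Without tMCAO blood 1, 1 NK cell, 1 coinhibitory, 1 growth factor and 1 hypoxia gene were lower and 1 CD4 and regulatory T cell and 1 growth factor gene higher. Without tMCAO blood 2, 4 NK cell genes were lower and 1 metallothionein higher, and without sham blood 1, 1 matrix gene was lower. Of 18 microglia genes *Csf1r* fell and 0 rose (1 lower when adjusted over the list alone, camera adjusted p = 0.736), with 1 higher without tMCAO blood 2 and 0 lower without brain 1 or brain 2. Over the 34 lists tested camera called 10, 1 up (metallothioneins) and 9 down, and 0 held with an estimated correlation, against 26 for brain and sham blood, 15 up and 11 down, of which 1 held.

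The paper measures *Lifr* by a PCR array and in other experiments whose samples were not analysed here. In these libraries *Lifr*, the receptor of leukemia inhibitory factor, rose from 1.28 ± 0.441 CPM in sham blood to 123 ± 12.2 CPM in brain (log2 fold change 6.57, SE 0.53, adjusted p = 0.000364 from edgeR's quasi-likelihood test). The call was kept without each library in turn and under RLE and library size scaling. It was also kept under T cell scaling, which cannot lower higher genes and so is no independent check. Against tMCAO blood, where *Lifr* had 2 counts, the ratio was 2232 (95% counting interval 617 to 18440), with adjusted p = 0.000143. In the same brain libraries the microglia genes summed to 33970 and 58660 CPM and the T cell identity genes to 80.6 and 55.1 CPM. Bulk counts do not tell which cells held the *Lifr* transcripts.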
